# ChIP analysis unravels an exceptionally wide distribution of DNA binding sites for the NtcA transcription factor in a heterocyst-forming cyanobacterium

**DOI:** 10.1186/1471-2164-15-22

**Published:** 2014-01-13

**Authors:** Silvia Picossi, Enrique Flores, Antonia Herrero

## Abstract

**Background:**

The CRP-family transcription factor NtcA, universally found in cyanobacteria, was initially discovered as a regulator operating N control. It responds to the N regime signaled by the internal 2-oxoglutarate levels, an indicator of the C to N balance of the cells. Canonical NtcA-activated promoters bear an NtcA-consensus binding site (GTAN_8_TAC) centered at about 41.5 nucleotides upstream from the transcription start point. In strains of the *Anabaena*/*Nostoc* genera NtcA is pivotal for the differentiation of heterocysts in response to N stress.

**Results:**

In this study, we have used chromatin immunoprecipitation followed by high-throughput sequencing to identify the whole catalog of NtcA-binding sites in cells of the filamentous, heterocyst-forming cyanobacterium *Anabaena* sp. PCC 7120 three hours after the withdrawal of combined N. NtcA has been found to bind to 2,424 DNA regions in the genome of *Anabaena*, which have been ascribed to 2,153 genes. Interestingly, only a small proportion of those genes are involved in N assimilation and metabolism, and 65% of the binding regions were located intragenically.

**Conclusions:**

The distribution of NtcA-binding sites identified here reveals the largest bacterial regulon described to date. Our results show that NtcA has a much wider role in the physiology of the cell than it has been previously thought, acting both as a global transcriptional regulator and possibly also as a factor influencing the superstructure of the chromosome (and plasmids).

## Background

Cyanobacteria are prokaryotic organisms that perform an oxygenic photosynthesis similar to that of higher plants, constituting the evolutionary ancestors of the chloroplast [1]. Cyanobacteria are generally photoautotrophs fixing CO_2_, and they preferentially use ammonium as the nitrogen source, although they can also use nitrate, urea, and some amino acids. Some filamentous cyanobacteria, such as the model strain *Anabaena* sp. PCC 7120, are also able to fix N_2_ in specialized cells called heterocysts [2]. The CRP-family transcriptional regulator NtcA, which is highly conserved in cyanobacteria, controls the response of the cell to N availability by binding to the promoter region of its target genes, activating or repressing their expression [3]. NtcA binds as a dimer to target sites with the consensus sequence GTAN_8_TAC [4]. In a number of sites found in NtcA-activated promoters binding of NtcA in vitro increases in the presence of 2-oxoglutarate (2-OG), although binding in the absence of this effector could also take place (e.g. [5]). The crystal structure of the *Anabaena* NtcA dimer has been solved in complex or not with 2-OG [6]. Similarly to CRP, each NtcA monomer comprises an N-terminal effector-binding domain and a C-terminal helix-turn-helix DNA binding domain, both connected by a long helix [6,7]. 2-OG binds at a pocket in the effector-binding domain and this binding induces changes that are transmitted to the DNA-binding domain resulting in a tighter coiled-coil conformation of the two C-helices, which is better suited for DNA binding [6]. However, whereas the apo-CRP is unable of DNA binding in the absence of cAMP, in the apo-NtcA, the conformation of the helices is permissive for DNA binding [6], consistent with in vitro DNA-binding results [7].

As the first response of the cyanobacterial cell to N starvation, NtcA activates the expression of genes involved in the scavenging of traces of combined N, such as the *nir* operon (nitrate assimilation proteins) or the *amt* genes (ammonia translocators) [8]. In filamentous, heterocyst-forming cyanobacteria, NtcA is also needed for the differentiation and function of the N_2_-fixing heterocysts in response to persistent N deprivation. The process of heterocyst differentiation is tightly regulated and involves a cascade of transcriptional regulators that is initiated by NtcA and the heterocyst-specific regulator HetR [9]. Some heterocyst-related genes activated by NtcA are *nrrA* and *hetC* (early induced), *xisA* and *devBCA* (intermediate steps), and *pipX* and the *cox2*, *cox3* and *nifHDK* operons (maturation and function) [10]. Canonical NtcA-activated promoters have a consensus NtcA-binding site, centered at about 41.5 nucleotides upstream from the transcription start point (TSP) of the regulated genes, and a -10 box with the consensus sequence TAN_3_T, thus matching the bacterial Class II activator-dependent promoters [4,11]. Genes involved in the scavenging of traces of combined N, such as *urtA*, *nirA*, *ntcB*, and *glnA*, bear canonical NtcA-dependent promoters [8]. In complex promoter regions, often found in heterocyst-differentiation genes, NtcA-dependent promoters showing a non-canonical structure have been found, such as in *cphB1* or *ntcA*[10]. Other genes such as *rbcL* or *gor*, are repressed by NtcA and have a GTAN_8_TAC box downstream of the -35 box of the promoter [4].

A prediction of new putative binding sites of NtcA in different cyanobacteria, based on computational analyses, has been published [12], but no in vivo confirmation of these sites has been done. On the other hand, two transcriptomic studies of the response of *Anabaena* sp. PCC 7120 to N deprivation have been recently published. Flaherty *et al.*[13] mapped transcripts produced in the whole genome, and Mitschke *et al.*[14] focused on possible TSPs. In order to determine the whole NtcA regulon, we attempted to find out all the NtcA targets present in the genome of *Anabaena* sp. PCC 7120 using immunoprecipitation of chromatin followed by massive sequencing (ChIP-Seq). This is a powerful technique that allows the identification of the in vivo binding sites of a transcription factor (TF) [15]. We have focused on an early time of induction after N step-down, when NtcA regulates genes involved in the scavenging of traces of combined N, but also genes required for the early stages of heterocyst differentiation.

## Results

### Immunoprecipitation of NtcA-bound DNA

Wild-type *Anabaena* sp. PCC 7120 cells growing in bubbled cultures with ammonium as the N source were subjected to incubation in a combined N-depleted medium for 3 hours, after which the cultures were treated with formaldehyde to fix the proteins bound to DNA. After cell lysis and DNA fragmentation, the extracts were treated with an anti-NtcA antibody to specifically immunoprecipitate the NtcA-bound DNA (see Methods). The immunoprecipitated material was then incubated at 65ºC to reverse the crosslinking, and the DNA was isolated. A sample of total DNA was also isolated prior to anti-NtcA treatment of the extracts to serve as the control input sample.

Quantitative PCR was performed to check the quality of the immunoprecipitated DNA, and to confirm that known NtcA target regions were enriched. Primers that amplified the promoter region of *nrrA (all4312)*, as a positive control, and the promoter region of ORF *all0770*, as a negative control, were used. The result of the Q-PCR analysis (Additional file 1: Figure S1), confirmed a substantial enrichment in the NtcA-dependent promoter. Immunoprecipitated and input DNA samples were subjected to high-throughput sequencing and the results were analyzed using the Triform algorithm [16] and mapped onto the genome of *Anabaena* sp. PCC 7120 [17] (Additional file 2: Table S1).

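The DNA that was sequenced came from filaments taken 3 h after the 6 mM ammonium of the medium had been removed. They were treated with 1% formaldehyde for 15 min, which fixes proteins to the DNA they are bound to, and the fragments carrying NtcA were pulled down with an antibody against it. The study has 2 libraries, 1 of immunoprecipitated DNA (ChIP) and 1 of total DNA (input). According to the paper, 3 ChIPs from 3 independent experiments were pooled, whereas the sample labels speak of 2 sets of cells. In either case the ChIP library is a single pooled sample, so there is no replicate error for any value given here. Reads of 120 nt were obtained from a single end. The paper's depth is 31352138 high-quality reads for the ChIP library (68.5% of its reads), of which 94.2% mapped to the genome, and 30192934 for the input (64.9%), of which 92.3% mapped. The authors aligned the reads with Bowtie and called regions with Triform, an algorithm that looks for peaks of both strands in the ChIP library and tests them against the input. For each region they deposited the raw coverage of the ChIP library at the peak and at its left and right flanks, together with the sequence of the chromosome and of 5 plasmids. That coverage is not divided by the input, by the depth or by the copy number of the replicon, so it can be compared between regions of this library only. Here a region runs from the first base of its left flank to the last base of its right flank, and its midpoint is the centre of that interval. The Q and NLQ values, the gene, the position and the putative site of each region were taken from Table S1, of which 1781 regions with 1997 entries, all chromosomal and none after #1782, were analysed here. In all 1781 of them, the listed CVG equals the deposited peak coverage. Coding sequences were predicted on the deposited sequences with Prodigal 2.6.3, which gave 6147, since no annotation was used here. That step was chosen after the data had been seen. Every test below takes regions, sites or genes of 1 pooled library as its units. These are not replicates, so a p-value describes this library and not the condition, and the 95% confidence intervals (Wilson's method) cover counting error only.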

### Distribution of the NtcA-bound DNA throughout the genome of *Anabaena* sp. PCC 7120

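On the chromosome, whose deposited sequence has 6413771 bp, there were 2143 binding regions, or 0.334 per kb. The 5 plasmids with 792434 bp held 281 regions (0.355 per kb), a density 1.06 times that of the chromosome. This did not differ from a distribution by length, since the plasmids make up 11.0% of the 7206205 bp and held 11.6% of the regions (exact binomial test, two-sided, p = 0.35). Plasmid alpha (408101 bp) held 145 regions, beta (186614 bp) 86, gamma (101965 bp) 28, delta (55414 bp) 12 and epsilon (40340 bp) 10. When each plasmid was compared with the chromosome, only beta stood apart, with 0.461 regions per kb (exact binomial test, two-sided, p = 0.0048, and 0.024 after Benjamini-Hochberg adjustment for 5 comparisons). In all, the regions covered 552288 bp, 7.66% of the analysed sequence. The count moved most when an NLQ above 300 was required, which 192 of the 1781 listed regions reached. Among regions whose peak coverage was at least 2 times the mean of both flanks, an alternative chosen after seeing the data, the density on the plasmids was lower, not higher, than on the chromosome (ratio 0.748, exact binomial test, two-sided, p = 0.011). Neighbouring midpoints on the chromosome lay a median of 2045 bp apart. The longest interval without a midpoint was 30075 bp, from 3260320 to 3290395. When 2143 midpoints were placed at random 10000 times, the longest interval had a median of 24037.5 bp, and one of 30075 bp or more was not rare (permutation test, one-sided, p = 0.085).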

The analysis of immunoprecipitated DNA showed 2,424 binding regions, all of them statistically significant, located in the *Anabaena* genome, and distributed throughout the chromosome and five of the six plasmids (Table 1; Additional file 3: Figure S2). We have analyzed the location of these binding regions on the *Anabaena* genomic sequence and assigned them to one gene, two genes (when it was not possible to decide between flanking genes), or sRNAs (Additional file 2: Table S1). The Integrative Genome Viewer program (Broad Institute) [18] was used to map the sequences of the binding regions obtained by the ChIP-Seq experiment onto the *Anabaena* genome (the data are available for its visualization at GEO accession # GSE51865). 

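The NLQ of the 1781 regions analysed from Table S1 ran from 3.86 to 8186.6, with a median of 55.8. Of these, 475 regions (26.7%) had an NLQ below 30, 1306 had at least 30, 562 at least 100 and 192 above 300. The listed position of the peak lay within 1 bp of the deposited one in every region, and the listed start differed from the deposited start by a median of 4 bp and at most 46 bp.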

The information of the 2,424 binding regions obtained is shown in Additional file 2: Table S1, including the location in the chromosome or plasmids, the gene(s) to which the binding region has been ascribed, and the statistical significance of the peak identifying the binding region (Q value, NLQ value) (see Methods). The binding regions are about 200–250 bp long, being its midpoint the most likely position for NtcA binding. 

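Taken from start to end, the 2424 binding regions had a median width of 233 bp, with an interquartile range of 201 to 257 bp and extremes of 30 and 437 bp. A width of 200 to 250 bp was found in 1103 regions (45.5%, 95% confidence interval 43.5 to 47.5). Of the others, 571 (23.6%) were narrower and 750 (30.9%) wider. The pattern GTAN8TAC, searched on the deposited sequence, was present 651 times inside regions. The centres of these sites were a median of 16.5 bp from the region midpoint, against a mean of 54.7 bp when each site was placed at random within its region (permutation test, one-sided, p = 1e-05, the smallest that 100000 placements can give). Of the 651 sites, 377 (57.9%) were within 20 bp of the midpoint and 564 (86.6%) within 50 bp. In regions with an NLQ below 30, the 71 sites lay a median of 31.5 bp from the midpoint, against a mean of 45.9 bp for random placement in these regions (permutation test, one-sided, p = 0.0029). The alternative that moved the distance most was GTN10AC in those regions, chosen after seeing the data. Its 584 sites lay at a median of 33.5 bp, against a mean of 45.5 bp for random placement (permutation test, one-sided, p = 1e-05).

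**Figure D1:**
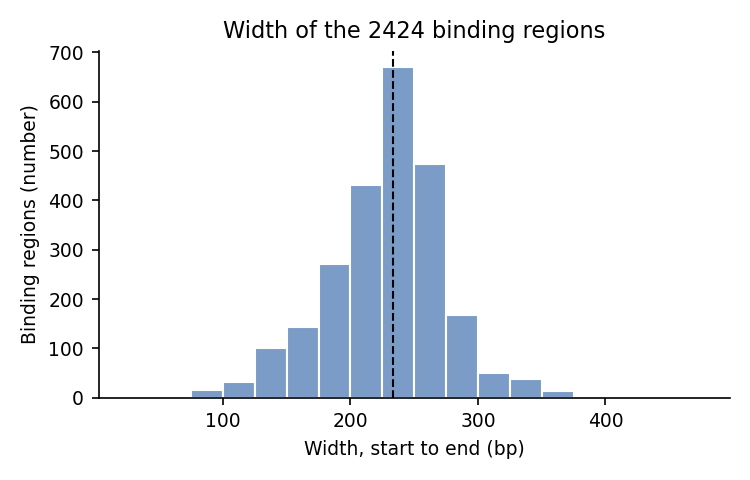
Number of binding regions (vertical axis) by width in bp (horizontal axis, bins of 25 bp), over all 2424 regions. The dashed line marks the median of 233 bp, and the fullest bin, from 225 to 249 bp, holds 670 regions.

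**Figure D2:**
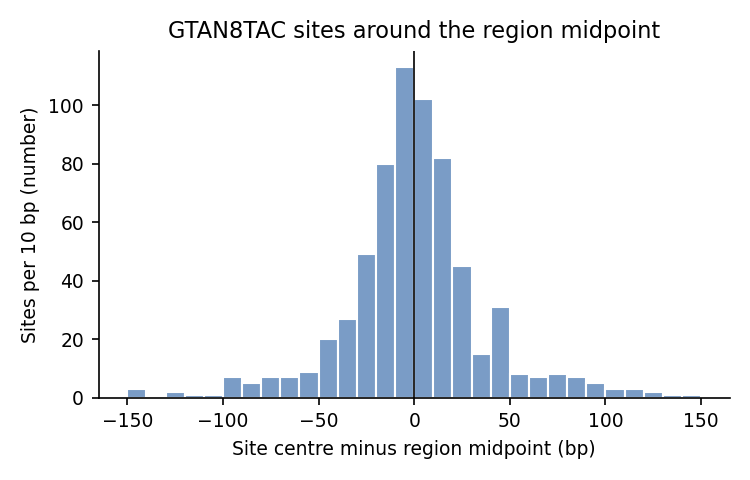
Number of GTAN8TAC sites per 10 bp (vertical axis) by the distance in bp of the site centre from the region midpoint (horizontal axis, 0 at the midpoint), over 651 sites. The bins on either side of the midpoint hold 113 and 102 sites, and the counts fall off in both directions.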

Since cyanobacterial 5′-UTRs are frequently very long [13,14], some binding regions have been assigned to genes that are relatively far, even if the binding regions were located inside the coding region of an adjacent gene. For these cases, we have taken into account the information about the differential expression of the genes after combined-N deprivation [13,14,19] (Additional file 2: Table S1).

**Table 1:** Results of the ChIP-Seq of NtcA in Anabaena sp. PCC 7120 after N step-down

**DNA**	**Size (kb)**	**Binding regions found**	**Genes ascribed**	Position of the binding region with respect to the gene*		
				**Upstream**	**Internal**	**Downstream**
**Chromosome**	6413	2143	1939	802	1548	74
**Alpha**	408	145	103	37	103	5
**Beta**	187	86	66	16	71	0
**Delta**	55.4	12	10	2	10	0
**Epsilon**	40.3	10	9	3	7	0
**Gamma**	102	28	26	5	23	0
**Zeta**	5.6	0				
**Total**	7212	2424	2153	865	1762	79

*Total number of entries in Additional file 2: Table S1 (2706) was used (some binding regions have been ascribed to more than one gene).

In order to estimate the role of NtcA binding at the binding regions, the programs CLC Sequence Viewer (CLC Bio) and Artemis Genome Browser (Wellcome Trust Sanger Institute) [20] were used to integrate the transcriptomic data from Flaherty *et al.*[13] and from Mischke *et al.*[14] with the location of the NtcA binding region sequences obtained in our ChIP-Seq experiment. To this end, the location of a certain binding region (midpoint of the range of the detected target region) (Additional file 2: Table S1) was determined using the above-mentioned programs, and its genomic context was analyzed in relation to the transcripts/transcription start sites that have been described. In addition, putative NtcA consensus binding sites were identified (if possible) within the sequence of the binding region (Table 2; Additional file 2: Table S1). 

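The part of Table S1 analysed here gives 408 site sequences in 372 regions. Counting each sequence once per region left 381, of which 329 (86.4%) match GTN10AC and 149 (39.1%) match GTAN8TAC. Regions with a listed site had a median NLQ of 303 and those without a listed site 43.5.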

The relative location of the binding region with respect to the gene was also analyzed, and the binding regions were classified into three categories: upstream from the gene (distinguishing between far upstream and close upstream), internal to the gene (close to the 5′ or the 3′ end of the gene), and downstream from the gene (Table 1 and Additional file 2: Table S1). Interestingly, about 65% of the identified binding regions were found within coding regions. 

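By the positions of Table S1, 1274 of the 1781 analysed regions had an entry internal to a gene (71.5%, 95% confidence interval 69.4 to 73.6). Counted by entries, an alternative chosen after seeing the data, 1278 of 1997 were internal (64.0%). The setting that moved the share most was an NLQ above 300, where 95 of 192 regions were internal (49.5%). With coding sequences predicted from the deposited sequences, which extend the count to the plasmids and to all 2424 regions, 1808 midpoints were inside a coding sequence (74.6%, 72.8 to 76.3). Predicted coding sequences make up 82.6% of the genome. When all midpoints of each replicon were moved along it by a random offset, on average 82.7% of them were inside coding sequences, so the observed share was lower than that of shifted positions (permutation test, two-sided, p = 1e-05, the smallest that 100000 shifts can give). In the fifth of the regions with lowest peak coverage the share was 82.6%, against 82.5% for shifted positions (permutation test, two-sided, p = 0.95). In the fifth with highest peak coverage it was 62.5%, against 82.7% (permutation test, two-sided, p = 1e-05).

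**Figure D3:**
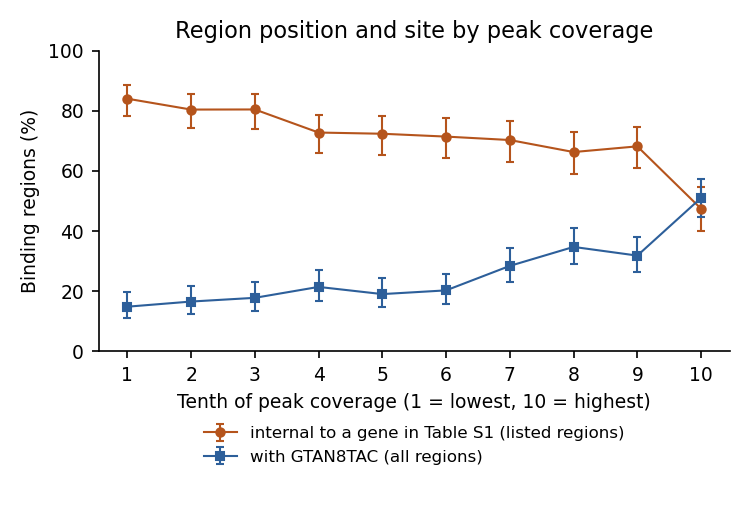
Percent of binding regions (vertical axis) by the tenth of peak coverage the region falls in (horizontal axis, 1 lowest and 10 highest), with 95% Wilson intervals. The share internal to a gene in Table S1 goes from 84.0% to 47.4%, and the share with GTAN8TAC from 14.8% to 51.0%.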

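Among the 1781 analysed regions, 572 (32.1%) had an entry upstream of a gene and 48 (2.70%) an entry downstream. A region ascribed to several genes can count in more than 1 of these groups. By entries, 653 of 1997 (32.7%) were upstream and 66 (3.30%) downstream.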

Among those located in intergenic regions, most of them (865) were present upstream of the assigned genes and some (79) downstream of coding regions.

**Table 2:** Top-scoring target regions

**ID**	**NLQ**^**a**^	**Start**	**End**	**Gene**	**Description**	**NtcA bs**^**b**^	**Putative NtcA binding site and promoter sequences**^**c**^
**1203**	8186.60	3561438	3561710	alr2921*	tRNA modif. prot.	3561528	*GTGTGTCTTGATAC*AATACTTTTAAGATGACTGTTA*TATGCT*TTCTAA*G*
**1856**	7861.39	5515960	5516178	*all4613*	IlvG	5516125	*GAATTACTGACTAC*AGAATTCCCGCATTAACTTAGC*TATCAT*CTGAGGT*T*
						5516125	*GAATT* ***A*** *CTGACTAC*
**1152**	7152.53	3427339	3427611	*alr2817*	HetC [26]	3427445	***GTAACATGAGATAC*** ACAATAGCATTTATATTTGCTT ***TAGTAT*** CTCTCT ***C***
**390**	6288.90	1156154	1156424	*alr0990*	Amt4 [21]	1156258	*GTATTAACTAATAC*AGAATTAATGTTTAGGTAAATA*GACAAT*CAAT*C*
**798**	5358.67	2400656	2400888	*all2006*	Unknown protein	2400815	*GTATATTTCAACAC*GAATTTGATCATTTAGATGGTG*TACTGT*TTATAG*A*
**931**	4728.32	2807226	2807511	*alr2328*	GlnA (RNA_I_) [27]	2807342	***GTAACAAAGACTAC*** AAAACTGTCTAATGTTTAGAATC ***TACGAT*** ATTTC ***A***
					GlnA (RNA_II_) [27]	2807342	***GTAACAAAGACTAC*** *AAT*CCAGACGTTC ***T***
**1612**	4089.39	4795414	4795682	*asl3981*	Unknown protein	4795535	*G*GATTTT*GTAGCTATCACTAC*
						4795535	*GTAGCTATCACTAC*AATCTATAGCTTGAAAGAGGAG*GAAAAT*AGGTTG*G*
**293**	3663.48	815417	815662	*alr0709*	Fe-responsive RR [25]	815545	*GTATAAATTTTTAC*
**364**	3580.62	1070920	1071178	*all0926*^*§*^	PilL	1071039	*GTAGCCCCTGCTAC*
**1764**	3570.57	5243203	5243472	*all4376*	SpsB [28]	5243396	*GTATTGAAAATTAC*AAAAATCTTATTTACTTATTAG*TAACAT*TGGTGA*C*
**1165**	3408.52	3463447	3463731	*all2842*^*§*^	Unknown protein	3463590	*GTTACACCTGCTAC*
**1125**	3369.20	3341106	3341375	*alr2743*	Processing protease	3341205	*GTATAACTTGATGC*GAATTTGGCGATCGTTCAGAGT*TAAGAT*CACAAAC*A*
**1530**	3353.43	4573161	4573410	*asl3784*	hypothetical protein	4573340	*GTTAAATAGATTAC*AAAACTCTGGATGGACTTTGAG*TATCAT*TTAGAT*A*
**932**	3292.44	2809205	2809466	*asl2329*	GifA [29]	2809350	***GTAGCATAAGATAC*** AGAATTCTTGC ***TATATT*** AAATGT ***G***
**2098**	3220.20	6294152	6294404	*alr5275*	Gnd	6294223	*GTTGATTTGGATAC*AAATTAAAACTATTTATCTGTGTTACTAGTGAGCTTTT*A*
				*all5274*	Hypothetical protein	6294223	*GTATCCAAATCAAC*AATTAACTTG*TAAAAT*TTGCG*A*
**319**	3192.18	902825	903070	*all0778*	Ser protease inhibitor	902941	*GTAGCCATGAATAC*
**1150**	3126.82	3420486	3420738	*alr2811*	AvtA	3420576	*GCTGAGATTGGTAC*
**2232**	2974.32	264949^†^	265189^†^	*alr7243*^*§*^	Similar to ankyrin	265067^†^	*GTAGCCTGTGATAC*
**898**	2824.47	2729431	2729698	*all2267*	Hypothetical protein	2729550	*GTATTGCTGGCTAC*
**1858**	2807.34	5523157	5523405	*all4620*^*a*^	Na^+^/H^+^-exch. prot.	5523288	*GTATAAGCTGTAAC*
**1255**	2798.00	3732951	3733219	*all3084*	Hypothetical protein	3733071	*GTTAAAATGACGAC*ATTTTAATAAAAAGAAGCA*TATACT*CGATGT*A*
**260**	2698.90	701137	701391	*all0602*	NtcB [30]	701297	***GTAACAAAATCTAC*** CAAATTGGGGAGCAAAATCAGC*TAACTT*AATTGA ***A***
**377**	2641.34	1111093	1111337	*all0956*	Unknown protein	1111206	*GTAGCATAGACAAC*
				*alr0957*	FurC [31]	1111206	*GTAGCATAGACAAC*
**519**	2592.23	1576957	1577227	*asr1328*	Hypothetical protein	1577115	*GTAACATACACTAC*GAAACTTATGC*TATGTT*AGGAAGA*A*
**2149**	2572.01	23295^†^	23563^†^	*all7026*^*§*^	DNA binding protein	23435^†^	*GTATTCGCTGATAC*
**554**	2517.34	1669629	1669873	*alr1404*	Ser acetyltransferase	1669702	*GTGACTGGGGATAC*AGAAAATTTATTTATAGTCCTGTC*TACTGT*ATATT*C*
**1784**	2362.05	5312632	5312908	*all4432*^*§*^	EPS biosynthesis	5312767	*GTATCAACTGCTAC*
**1660**	2280.02	4946500	4946770	*alr4105*^*§*^	2-comp. sensor HK	4946621	*GTAGCAGGTTATAC*
**2345**	2253.01	105303^‡^	105553^‡^	*all7614*	Putative porin, OprB-II	81139^‡^	*GTATGAAATAGTAC*AGTTTAAAATTAGTGTTTGCGT*CATCAT*TACGAG*A*
**38**	2141.66	69752	69991	*asr0064*	Hypothetical protein	69882	*A*GTTCC*GTATAGCAAAATAC*
**1118**	2134.47	3325955	3326229	alr2729*	*cox3* operon	3326057	*GTTACTAAAGATAC*AGTATTTTCTAGCTTTTAAATT*TTGAAT*ACAAAG*A*
**1283**	2115.10	3807024	3807271	*all3144*	Hypothetical protein	3807189	*GTATCGACCATTAC*
**94**	2063.99	210284	210541	*alr0194*	Hypothetical protein	210417	*GTATTACCTAATAC*
				*all0193*	Haloalkane dehalogenase	210417	*GTATTACCTAATAC*
**1316**	1948.08	3903915	3904189	*all3232*	2-comp. RR	3904009	*GTAACCAAATATAC*
				*alr3233*	TrpE	3904009	*GTAACCAAATATAC*
**262**	1927.75	704040	704304	*alr0607*	NirA [32]	704169	***GTAGCTACTTATAC*** TATTTTACCTGAGATCCCGACA ***TAACCT*** TAGA ***A***
**729**	1908.73	2158958	2159198	*all1797*	Unknown protein	2159129	*GTATCCTCTGCTGC*TGCACTAGAAGTTTGTTCAAGG*TTTAAT*TGTAAT*A*
**1923**	1885.93	5718871	5719130	*alr4800*	Anti-σ antagonist	5718952	*GATACGATTGATAC*CGAAATCCTTAGGCGTTTGTGCC*TATATT*GAGAAA*A*
**2111**	1840.96	6328022	6328296	*alr5307*	Glycosyl transferase	6328115	*GTAGTTTTCGCTAC*
				*all5306*	Exodeoxyribonuclease III	6328115	*GTAGTTTTCGCTAC*
**695**	1791.79	2058723	2059007	alr1713*	Hypothetical protein	2058829	*GTAACCTATAAGAC*ATTTTATTTGATACCTCATACTC*TAAAAT*CAAGT*A*
**776**	1744.65	2304064	2304320	*alr1921*^*§*^	Biotin synthase	2304193	*GAAGTGTGCTGTAC*

†Genomic positions within the alpha plasmid. ‡Genomic positions within the beta plasmid.

^§^Target regions located in internal positions of the ascribed genes. All the other target regions are upstream of the ascribed genes. The genes marked with * could be ascribed to sRNAs located in the upstream region of the indicated genes.

^a^NLQ: Indication of the statistical significance of the peak identifying the binding region.

^b^Position in the chromosome/plasmids of the first nucleotide of the putative NtcA binding sites.

^c^The putative NtcA binding sites, -10 boxes and TSPs are in italics. Those that have been previously described are indicated in bold. In some cases, the detected NtcA-binding site could be associated to two TSPs, either of the same gene or of two divergent genes.

### Functional categories of genes with NtcA-binding sites

The genes identified as NtcA targets 3 h after N step-down have been classified into eight functional categories (Table 3). About half of the assigned genes (1,074) encode proteins with unknown function. 

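In the part of Table S1 analysed here, 1590 different genes were ascribed to regions, and 768 of them (48.3%) belong to the category of hypothetical proteins.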

Within the genes encoding proteins involved in cellular processes (234 genes), 90 were translation-related genes, including several ribosomal proteins, and 22 were related to transcription. 

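The analysed part of the list has 75 genes of the translation category (4.72% of 1590) and 19 of transcription. The entries for translation genes were internal to the gene in 69 of 101 cases (68.3%), and their regions had a median NLQ of 53.2.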

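The nitrogen metabolism category held 32 genes in the analysed list, in 43 entries. Of these entries, 22 (51.2%) were upstream and 20 (46.5%) internal, and their regions had the highest median NLQ of the 18 categories, 114. The region upstream of *ntcB* (*all0602*, #260, chromosome 701136 to 701388) had a peak coverage of 13968, 4.83 times the mean of its flanks, and an NLQ of 2698.9. That upstream of *nirA* (*alr0607*, #262, chromosome 704040 to 704304) had a peak coverage of 10196 and an NLQ of 1927.75, and the region upstream of *cphB1* (*all3880*, #1571, chromosome 4683134 to 4683394) a peak coverage of 3114 and an NLQ of 415.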

Among the genes encoding proteins involved in N metabolism and N fixation, 33 genes were involved in N scavenging and metabolism, including well-known NtcA-dependent genes such as *ntcB*, *nirA*, *amt4*, *cphB*, etc. [4,8,21].

**Table 3:** Functional categories of the assigned genes

Category*	**Number of genes**
**Cellular processes**	**234**
Translation	90
Transcription	22
DNA replication, recombination, and repair	39
Cell killing	5
Cell envelope	44
Others	34
**Metabolism**	**151**
Purines, pyrimidines, nucleosides, and nucleotides	25
Fatty acid, phospholipid and sterol metabolism	16
Central metabolism	55
Biosynthesis of cofactors, prosthetic groups, and carriers	55
**Nitrogen metabolism and nitrogen fixation-related**	**121**
Amino acid biosynthesis	44
Nitrogen metabolism	33
Heterocyst differentiation and function	44
**Regulatory functions**	**179**
Transcriptional regulators	28
Serine/threonine kinases	18
Two-component hybrid sensor and regulators	29
Two-component response regulators	22
WD-proteins	15
Two-component sensor histidine kinases	32
Serine/threonine kinases with two-component sensor domains	11
Phosphatases	3
Others	21
**Photosynthesis and respiration**	**57**
**Transport and binding proteins**	**124**
Iron-related genes	30
**Other categories**	**213**
Hydrogenases	7
**Hypothetical proteins**	**1074**

*The eight main categories in which the assigned genes have been classified are indicated in bold.

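The analysed part of Table S1 has 143 genes of the regulatory category, in 206 entries. Region #684, inside *furA* (*all1691*, chromosome 2020108 to 2020344), had a peak coverage of 1047 and an NLQ of 36.1. The region of *pipX* (*asr0485*, #225, chromosome 580144 to 580384), listed as far upstream, had a peak coverage of 2499 and an NLQ of 422. Upstream of *nrrA* (*all4312*), region #1733 (chromosome 5167700 to 5167956) had a peak coverage of 5605, an NLQ of 875 and the site GTAACAAAGACTAC 6.5 bp from its midpoint. Upstream of *pkn41* (*alr0709*), region #293 (chromosome 815414 to 815658) reached a peak coverage of 19953 and an NLQ of 3663.48. Regions #294 and #295, listed as internal to *alr0709*, had lower NLQ values, 94.7 and 69.6. Region #296, listed as internal to *alr0710* (*pkn42*), had a peak coverage of 2717 and an NLQ of 300.3. Region #297, listed as downstream of *alr0710* and *all0711*, had a peak coverage of 1022 and an NLQ of 9.13.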

A total of 179 genes encoding regulatory proteins were found, some of which were already known NtcA-targets, including genes encoding the iron-responsive transcriptional repressor FurA [22], the regulatory factor PipX [23], the two-component response regulator NrrA [24], and the *pkn41* and *pkn42* genes encoding Ser/Thr kinases with two-component sensor domains [25]. Some of the newly identified regulatory genes with NtcA binding regions were those encoding the transcriptional repressor SmtB (present in the beta plasmid), the two-component response regulator RpaA, or the Ser/Thr phosphatase Alr3732. 

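Regions #58 and #59 are ascribed to the response regulator gene *rpaA* (*all0129*). Region #58 (chromosome 132829 to 133013) is listed as downstream, with a peak coverage of 812, an NLQ of 44.2 and no GTN10AC in its sequence. Region #59 (133824 to 134068) is listed as upstream, with a peak coverage of 1192, an NLQ of 79.7 and the sequence GTAGGGAGGGAAAC 1.5 bp from its midpoint. The gene *alr3732* has a region close upstream (#1510, chromosome 4506593 to 4506845, peak coverage 1228, NLQ 31.4) and one inside (#1511, 4507042 to 4507214, peak coverage 1346, NLQ 51.1). The ratio of peak to flank coverage was 1.57 in #1510 and 1.76 in #1511, against a median of 1.85 over all 2424 regions.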

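By entries of the analysed list, 146 of 206 for regulatory genes were internal (70.9%, 95% confidence interval 64.3 to 76.7), against 1132 of 1791 for all other genes (63.2%), a difference of 7.67 points (Fisher's exact test, two-sided, p = 0.032). With each gene counted once, by its first listed entry, the difference was 3.54 points and no longer past the threshold (Fisher's exact test, two-sided, p = 0.42). Among the 17 categories with at least 20 entries, regulatory genes ranked 4 by internal share, after cell envelope (79.1%), transport and binding proteins (76.5%) and DNA replication, recombination and repair (76.5%). Hypothetical proteins had 60.7% of their 940 entries internal, and without them the other genes had 65.9% (Fisher's exact test, two-sided, p = 0.19). With an NLQ of at least 30, the difference was 10.9 points (Fisher's exact test, two-sided, p = 0.0082). With midpoints inside predicted coding sequences, a setting chosen after seeing the data, it was 9.22 points (Fisher's exact test, two-sided, p = 0.0058).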

Interestingly, the proportion of internal NtcA binding regions within the genes encoding regulatory proteins was higher than in other categories of genes. Regarding metabolism-related genes, there were 55 from the central metabolism, including carbon-assimilation genes, and genes activated (e.g. *zwf*), or repressed (e.g. *rbcL*), in the heterocysts [10].

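The analysed part of the list has 40 genes of the central metabolism category, in 52 entries. Region #1623, inside *zwf* (*all4019*, chromosome 4839583 to 4839767), had a peak coverage of 928, 1.63 times the mean of its flanks, and an NLQ of 18.5. Region #605, upstream of *rbcL* (*alr1524*, chromosome 1785348 to 1785620), had a peak coverage of 1263, 1.78 times its flanks, and an NLQ of 50.1.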

### Analysis of binding regions with highest NLQ value

All the binding regions identified by ChIP-Seq analysis had extremely low Q values due to the exceptional quality of the deep sequencing of the immunoprecipitated DNA. 

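The median Q value of the 1781 analysed regions was 1.69546e-56 and the highest 0.000139273. In 178 regions the Q value is listed as 0. The lowest NLQ among these was 329, and the highest NLQ of a region with a Q value above 0 was 322. Peak coverage over all 2424 regions had a median of 1283.5 and ran from 431 to 41037, and the coverage of the flanks had a median of 714.5. The ratio of peak to mean flank coverage had a median of 1.85, was at least 2 in 958 regions (39.5%) and under 1.5 in 463 (19.1%). In 41 regions the peak coverage was below that of the higher flank.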

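Across the 1781 listed regions, which are not replicates, the NLQ ranked nearly as the difference between peak and flank coverage (Spearman's rho 0.978). The rank correlation of the NLQ was 0.953 with the ratio of peak to flank coverage and 0.877 with peak coverage alone.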

We have used the NLQ value to analyze the binding regions, which allowed us to sort those regions with Q value close to zero. A list of the 40 most represented binding regions (corresponding to highest NLQ values) is shown in Table 2. 

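The 40 regions of Table 2 had a median peak coverage of 14865.5, and the lowest was 8847. Their ratio of peak to flank coverage had a median of 4.70 and a minimum of 3.58. Of these regions, 38 were also among the 40 with highest peak coverage and 27 among the 40 with highest ratio. The highest peak coverage of all was found in region #1152 (chromosome 3427340 to 3427612, upstream of *alr2817*), with 41037, followed by #1856 with 32940, #1203 with 32518, #390 with 29603 and #931 with 26576. At 10 of the 40 midpoints there was a predicted coding sequence.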

Within these target regions, we localized putative NtcA-binding sequences, which in most cases were found around the midpoint of the target region and, whenever possible, they were correlated with previously described TSPs (all of which were differentially expressed in N-depleted conditions) by comparison with the data from Flaherty *et al.*[13] and Mitschke *et al.*[14], as well as from individual analyses [21,25-32].

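Of the sites that Table 2 gives for the 40 regions, 39 were found in the deposited sequence of their region. Counting also the site of #319, which was not found in its region, GTAN8TAC is matched by 23 of the 40 and GTN10AC by 34. The site centre was a median of 26.5 bp from the region midpoint and at most 49.5 bp, with 16 sites within 20 bp and all 39 within 50 bp. The closest to the midpoint were the sites of #377 (GTAGCATAGACAAC, 1.5 bp) and of #364 and #1784 (GTAGCCCCTGCTAC and GTATCAACTGCTAC, 2.5 bp each). The farthest was that of #1764 (GTATTGAAAATTAC, 49.5 bp), upstream of *all4376*.

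**Figure D4:**
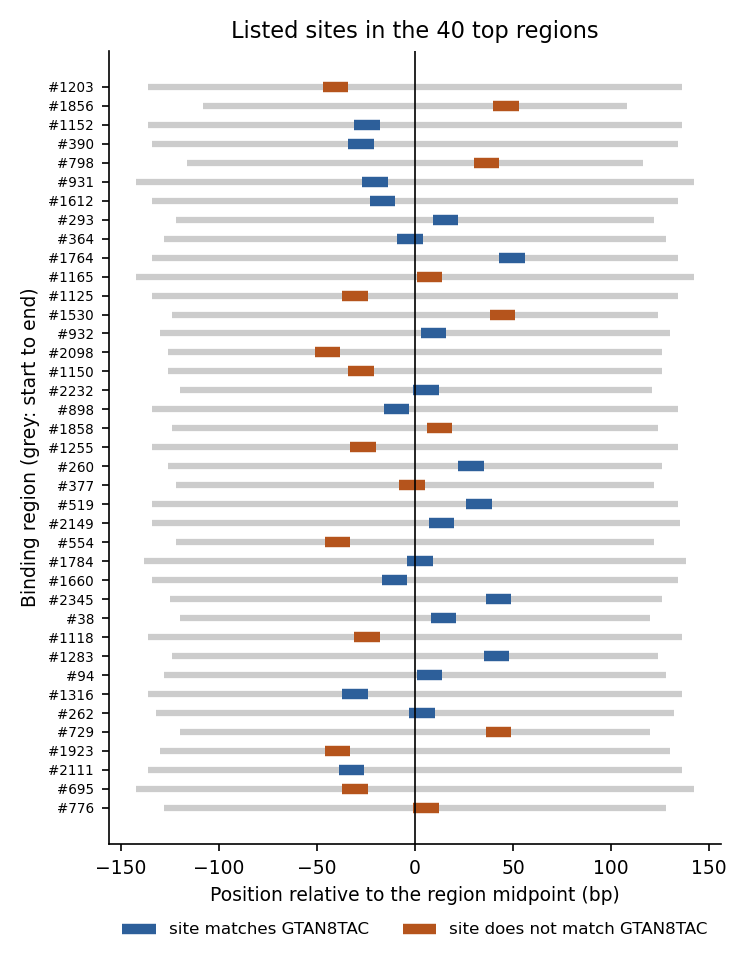
Position in bp relative to the region midpoint (horizontal axis) of the site listed in Table 2, for 39 regions in the order of the table (vertical axis). Grey lines run from the start to the end of each region, blue bars are sites that match GTAN8TAC and orange bars sites that do not, and all lie within 49.5 bp of the midpoint.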

Some target regions were included in DNA sequences that conform Class-II NtcA-dependent promoters. 

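Region #1203 (chromosome 3561439 to 3561711, midpoint 3561575) had an NLQ of 8186.6 and a peak coverage of 32518 between flanks of 5392 and 3660. The ratio of peak to mean flank coverage, 7.18, was the highest of all 2424 regions. The site GTGTGTCTTGATAC is at 3561528 to 3561541, 40.5 bp from the midpoint, and is the only GTN10AC of the region. The midpoint lies 224 bp from the end of the nearest predicted coding sequence (3560914 to 3561351, forward strand).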

Among these is the target region with highest NLQ value (#1203), which was located upstream of the ORF *alr2921*, with a GTGN_8_TAC sequence separated 35 nucleotides from a bulk of 5′-transcript ends activated in combined-N free medium [13], which could represent a putative TSP, preceded by a -10 box (Figure 1). In others, the target region was included in DNA sequences showing a repressor-like position. Finally, in other target regions only a putative binding site could be found with no correlation with any known TSP. In some cases one binding site could be affecting the expression of two TSPs (both of the same gene or of two divergent ones), and in others the putative binding site could be ascribed to two genes (with no apparent relation with any TSP). 

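Region #1856 (chromosome 5515964 to 5516180, midpoint 5516072) had a peak coverage of 32940 between flanks of 4806 and 5269, a ratio of 6.54, and the paper's NLQ for it is 7861.39. Its midpoint is 2 bp from the start of a predicted coding sequence on the reverse strand (5514172 to 5516070).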

The target region with second highest NLQ value (region #1856) was located upstream of the *ilvG* gene encoding an enzyme of the biosynthesis of the branched chain amino acids, which is slightly repressed in combined N-free medium [13,19]. The NtcA binding site identified in this target region, GAAN_8_TAC, overlaps a TSP that is repressed under N depleted conditions (Table 2 and [14]). In addition to the repressor effect described above, the NtcA binding sequence upstream of *ilvG* is separated by 22 nucleotides from the -10 box of an N-dependent activated TSP, thus representing a putative Class II promoter activator site. This is similar to what we have found for the target region located upstream of *glnA*, which has already been described (Table 2 and [27]).

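In the deposited sequence, GAATTACTGACTAC is at 5516112 to 5516125 of the chromosome on the reverse strand, with its centre 46.5 bp from the midpoint of #1856. No GTN10AC was found in that region.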

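Region #931, upstream of *glnA* (*alr2328*), spans 2807227 to 2807511 of the chromosome. It had a peak coverage of 26576 between flanks of 6602 and 5508, a ratio of 4.39, and an NLQ of 4728.32. The site GTAACAAAGACTAC is at 2807342 to 2807355, 20.5 bp from the midpoint. A predicted coding sequence on the forward strand (2807483 to 2808907) begins 114 bp from the midpoint.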

**Figure 1:**
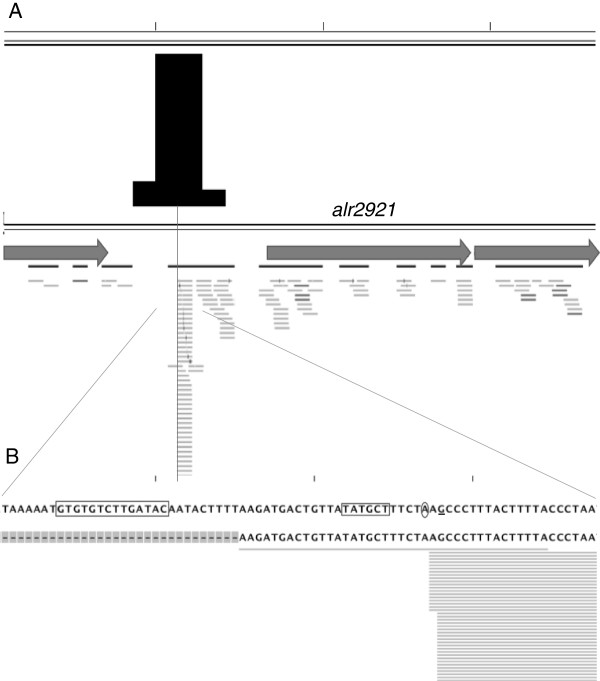
**Nucleotide analysis of the top-scoring target region in the ChIP-Seq experiment showing the presence of an NtcA-binding site. A)** Location of the target region (in black) with respect to the adjacent ORFs and in the context of the transcriptomic data from Flaherty *et al.*[13]. **B)** Zoomed image of the midpoint of the target region (circled A), the putative TSP (G), and the putative NtcA-binding sequence (GTGTGTCTTGATAC) located 22 nucleotides from a putative -10 box (TATGCT) (CLC Sequence Viewer). Horizontal gray lines indicate transcription [13].

Figure 2 shows two examples of target regions whose sequences contained a Class-II NtcA-dependent promoter structure. 

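Region #260 (chromosome 701136 to 701388, midpoint 701262) had a peak coverage of 13968 between flanks of 2699 and 3083, and an NLQ of 2698.9. The site GTAACAAAATCTAC is on the reverse strand at 701284 to 701297, with its centre 28.5 bp from the midpoint. The midpoint is 44 bp from the start of a predicted coding sequence on the same strand (700280 to 701218).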

One is the well-known NtcA-dependent gene *ntcB*, whose promoter determinants have already been described [30] (Figure 2A and Table 2). 

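Region #1165 (chromosome 3463447 to 3463731, midpoint 3463589) had a peak coverage of 18801 between flanks of 4051 and 4338, a ratio of 4.48, and an NLQ of 3408.52. Table S1 lists it as internal to the 5' end of *all2842*, and its midpoint is inside a predicted coding sequence on the reverse strand (3463133 to 3463627). The listed site, GTTACACCTGCTAC, has its centre 7.5 bp from the midpoint. The paper numbers its example inside *alr2482* as #1165, but the region listed inside *alr2482* is #996. The base at the midpoint is C in #996 and T in #1165, and the paper circles a C, so the example appears to be #996. Region #996 (chromosome 2983037 to 2983305, midpoint 2983171) had a peak coverage of 7466, an NLQ of 1181 and the listed site GTTAGCAGCGCTAC.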

The other example is a high-NLQ target region mapped inside the ORF *alr2482* (target region #1165), whose sequence also showed a Class-II NtcA-activated promoter structure that could be regulating an internal TSP activated under N deprivation [14].

**Figure 2:**
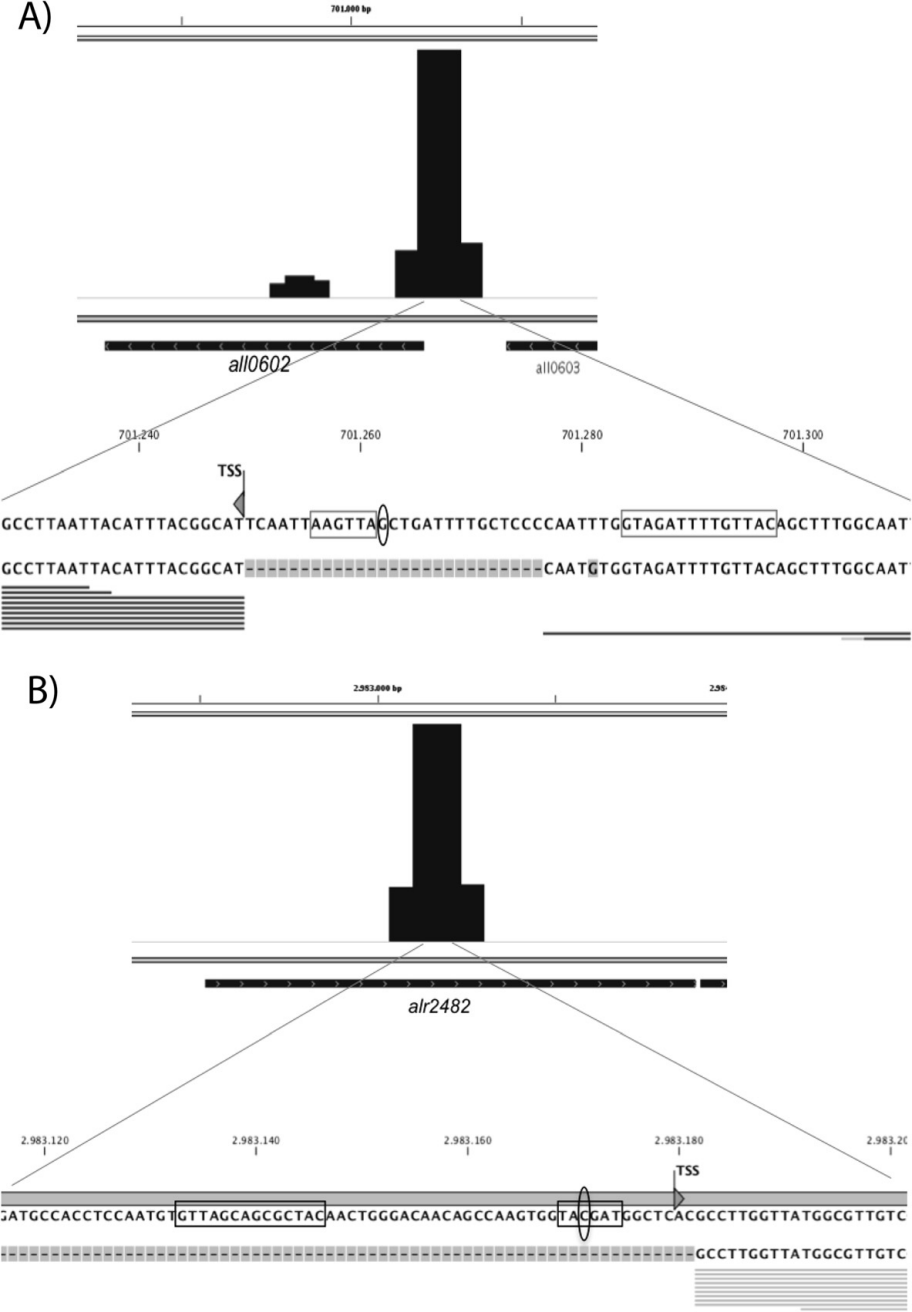
**Nucleotide analysis of two high-score target regions. A)** Promoter sequence of *ntcB* (*all0602*), including the NtcA binding site, the -10 box and the TSP (or TSS) (already described) [30], and the midpoint of the target region found in the ChIP-Seq experiment (circled G). **B)** Analysis of the sequence of the target region found inside ORF *alr2482* (midpoint of the target region represented by the circled C), which includes a putative NtcA binding site separated 22 nucleotides from a putative -10 box of an internal regulated TSP [14]. Transcriptomic data was obtained from [13] (12 h after N withdrawal).

### In vitro binding of NtcA

In order to corroborate our results, we first checked whether our ChIP-Seq analysis identified already known NtcA binding sites located in promoter regions of genes regulated by this transcription factor. Indeed, Additional file 4: Table S2 shows eighteen target regions indentified in this work which include NtcA binding sites identified previously by different means, such as those corresponding to the nitrate assimilation genes *nirA* and *ntcB*, the ammonium assimilation gene *glnA*, and the heterocyst-related genes *hetC*, *xisA* and *devB*, among others.

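The 17 regions of Table S2 analysed here had a median NLQ of 653, from 50.1 in #605 (*rbcL*) to 4728.32 in #931 (*glnA*). Among 10000 random sets of 17 listed regions the median NLQ was typically 55.8 and never above 263, which places the regions with described sites at percentile 100. Peak coverage, the alternative that moved the comparison most, had a median of 4865 in these regions, against a typical 1287 and at most 2621 in random sets. With only regions upstream of genes as the background, the median NLQ of a random set was typically 68.6 and at most 338. Peak coverage ran from 1263 to 26576, and the ratio to the flanks from 1.78 to 4.83 with a median of 3.84. GTAN8TAC was present in 10 of these regions and GTN10AC in 14. In the other 3, the listed sites deviate from both patterns, as GTTTAATGGCTTTC in #573 (*xisA*, chromosome 1700556 to 1700796, peak coverage 4122), GTCATCTAAGTTGC in #1498 (*devB*, 4478306 to 4478530, peak coverage 3051) and CTAACCTCAGGTAC in #1569 (*cphA1*, 4681583 to 4681827, peak coverage 4865).

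**Figure D5:**
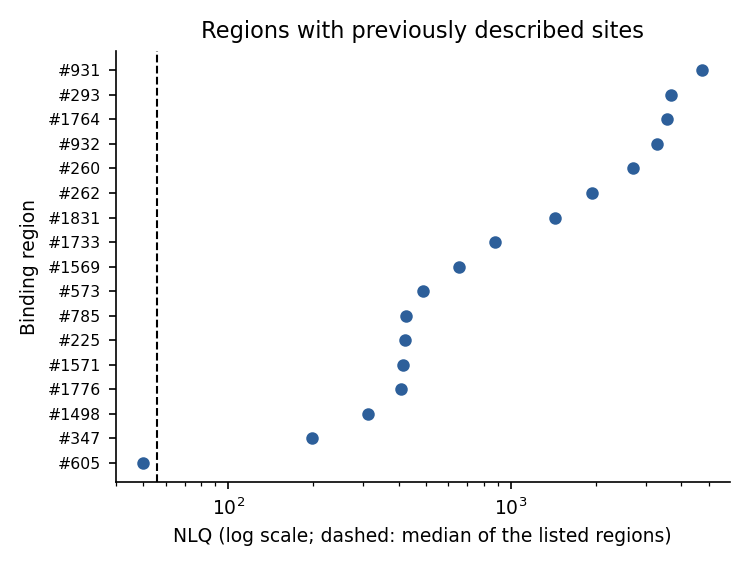
NLQ on a log scale (horizontal axis) of the 17 regions with previously described NtcA binding sites (vertical axis, each point a region of the single pooled library). The dashed line is the median NLQ of the 1781 listed regions, 55.8, and 16 of the points lie to its right, with #605 at 50.1 to its left.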

Additionally, electrophoretic mobility shift assays (EMSA) were performed to check the capability of NtcA to bind in vitro to DNA fragments included in different binding regions (Figure 3) identified in this study. 

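Region #605 (chromosome 1785348 to 1785620) had a peak coverage of 1263 between flanks of 659 and 759 and an NLQ of 50.1, and its sequence GTGAGACAAGTTAC is 18.5 bp from the midpoint. Region #931 (2807227 to 2807511) had a peak coverage of 26576 and an NLQ of 4728.32. The fragments given by the listed primers were at 1785419 to 1785628 (210.0 bp) and 2807256 to 2807483 (228 bp) of the deposited sequence, each overlapping its region.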

Target regions #605 and #931 (which include the NtcA binding sites located upstream of *rbcL* and *glnA*, respectively [Additional file 2: Table S1]) were used as positive controls. 

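The fragment upstream of *all2096* that the listed primers delimit is at 2516044 to 2516326 of the chromosome and overlaps no binding region, the nearest being 1440 bp away. It holds a GTN10AC but no GTAN8TAC. The internal fragment of *nrrA*, at 5167109 to 5167330, also overlaps no region and holds a GTN10AC but no GTAN8TAC. It ends 370 bp before the start of region #1733.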

As negative controls, we used a DNA fragment upstream of *all2096*, an internal region of *nrrA*, and the promoter region of the *Amaranthus hybridus psbA* gene, which have not been described as NtcA targets. A selection of twelve binding regions with different features were tested. We included binding regions with low NLQ (#204, 259, 602, 1128 and 1570), and with high NLQ (#364, 996, 1135, 1137, 1203 and 1756). 

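The 6 regions named as high had a median NLQ of 1055 and the 5 named as low 40.5, a ratio of 26.1. The paper named these groups by their NLQ, so a separation in NLQ holds by construction. The lowest of the high group was 456 (#1756) and the highest of the low group 86.8 (#204). By peak coverage, the alternative that moved this most, the medians were 6560.0 and 1071, a ratio of 6.13. The lowest peak coverage in the high group was 2091 (#1756) and the highest in the low group 1615 (#1128). Peak coverage is not independent of the NLQ (Spearman's rho 0.877 across the listed regions, which are not replicates). Region #892, tested but named in neither group, had a peak coverage of 1428 and an NLQ of 25.4. The binding in vitro itself was not measured in the files analysed here.

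**Figure D6:**
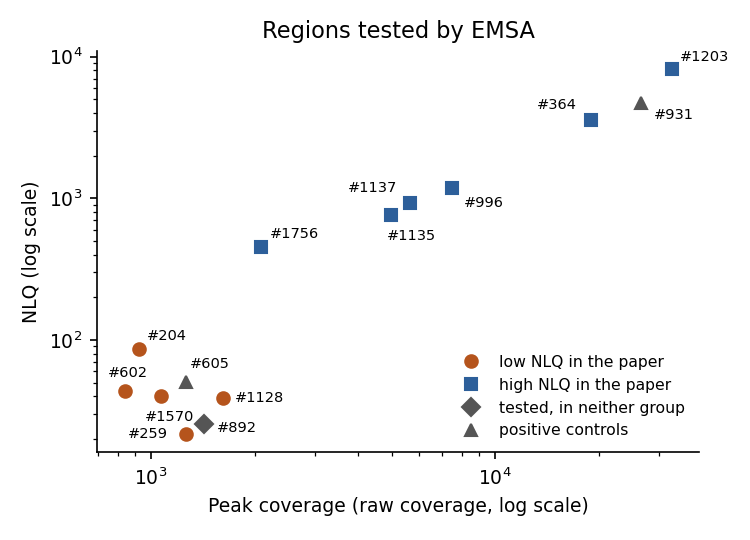
NLQ (vertical axis, log scale) against raw peak coverage (horizontal axis, log scale) for the regions tested by EMSA, each point a region of the single pooled library. The 6 regions of the high group (squares) have an NLQ of 456 or more, the 5 of the low group (circles) 86.8 or less, and the positive controls (triangles) are #605 at 50.1 and #931 at 4728.32.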

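By the coding sequences predicted here, the midpoints of #204, #259, #364, #602, #1135 and #1570 are inside a coding sequence, as are those of #892 and #996. The midpoints of #1128, #1137, #1203 and #1756 are between coding sequences, at 121 bp, 32 bp, 224 bp and 14 bp from the nearest.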

The analyzed binding regions were located intragenically (#204, 259, 364, 602, 1135 and 1570), upstream (#892, 996, 1128, 1203 and 1756), or downstream (#1137) of genes. A putative consensus NtcA binding site was identified in binding regions #204, 364, 602, 892, 996, 1128, 1137, 1203 and 1570, while binding regions #602, 996, 1128 and 1203 were found close to a TSP (Class II-dependent activation compatible sites) (Figure 3). 

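In the deposited sequences, GTAN8TAC was found in #364 (GTAGCCCCTGCTAC, 2.5 bp from the midpoint), #1137 (GTATAAGGCAATAC, 16.5 bp) and #1570 (GTATCAGATAGTAC, 14.5 bp). A GTN10AC without the further bases was present in #204, #602, #892, #996, #1128 and #1203. No GTN10AC was found in #259, #1135 or #1756.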

Several concentrations of NtcA were used in the EMSA assays and, in general, there was a correlation between NLQ and the affinity of NtcA for the binding region, which indicated the quality of the results. NtcA showed a higher affinity for binding regions with high NLQ than for those with low NLQ, regardless of the position of the binding regions with respect to the genes.

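Among the tested regions with high NLQ, the peak coverage was 18957 in #364, 7466 in #996, 4996 in #1135, 5654 in #1137, 32518 in #1203 and 2091 in #1756. Among those with low NLQ, it was 921 in #204, 1267 in #259, 838 in #602, 1615 in #1128 and 1071 in #1570. The ratio of peak to flank coverage was 3.78 or more in the first group, with 5.67 in #1756, and between 1.40 and 2.62 in the second. The flanks of #1756 were uneven, 637 on the left and 100 on the right, so its high ratio depends on the low right flank.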

**Figure 3:**
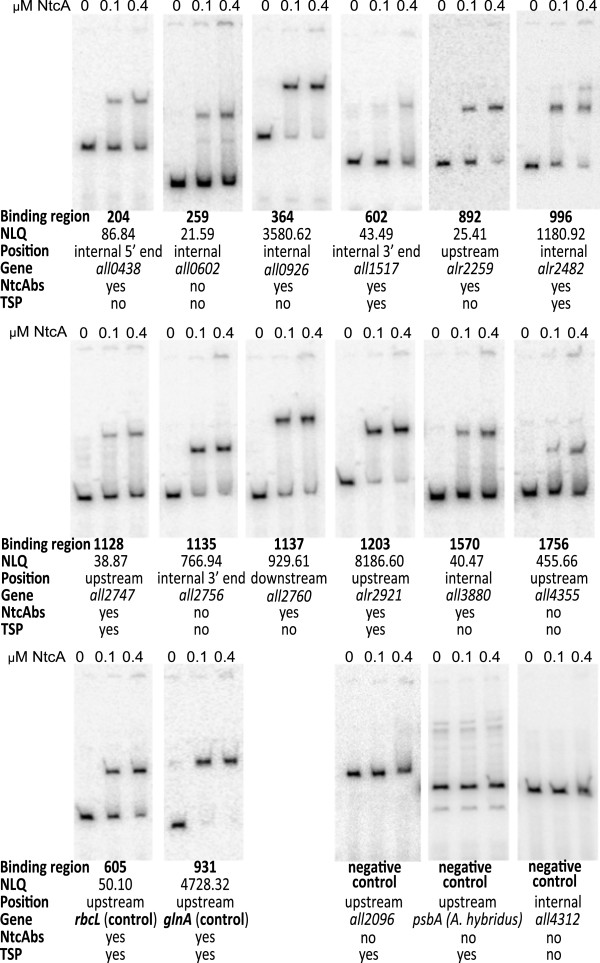
**Electrophoretic mobility shift assay of several binding regions.** Results of the EMSA carried out using DNA fragments from the indicated binding regions tested, using the indicated NtcA concentrations. The NLQ value, position with respect to the gene, the ascribed gene, the NtcA binding site identified, and the presence of a TSP are indicated.

### Consensus NtcA-binding site

An initial CisFinder analysis of the whole data resulting from the deep-sequencing of the immunoprecipitated DNA, using randomly located subsequences as control, showed a predominant target region-specific motif: GTAN_8_TAC. 

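The sequences of all 2424 regions were searched on both strands for every pair of trinucleotides separated by up to 20 nt, and the counts were set against 100 sets of randomly located windows of the same widths. Of 43647 such pairs, GTAN8TAC had the highest ratio of observed to expected occurrences, 651 against 121, a ratio of 5.39. By z score it ranked 2 (z = 48.2), after GTA and ACA separated by 9 nt (1232 against 252, z = 61.7), which is the same pattern shifted so that it requires A at the base following the final C but no T at position 12. The third was TGT and ACA separated by 10 nt (581 against 129). At an equal ratio, the z score is larger for a pair with a larger expected count. GTAN8TAC is its own reverse complement and was counted once per site. Pairs that are not, such as GTA and ACA, were counted in either orientation, which raises their expected counts. The rank by z score therefore favours such pairs over GTAN8TAC. In regions with NLQ below 30, the alternative that moved the rank most, GTAN8TAC ranked 9 by z score and 5 by ratio, with 71 occurrences against 20.8. At least 1 GTAN8TAC was present in 620 of the 2424 regions (25.6%, 95% confidence interval 23.9 to 27.4), against a mean of 4.80% when the regions were shifted along their replicon (permutation test, one-sided, p = 1e-05, the smallest that 100000 shifts can give). GTN10AC was present in 83.5% of the regions, against 45.4% for shifted ones (permutation test, one-sided, p = 1e-05). Listed regions with GTAN8TAC had a median NLQ of 90.8 and those without 47.8, a difference of 0.278 on the log10 scale (permutation test, two-sided, p = 1e-05).

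**Figure D7:**
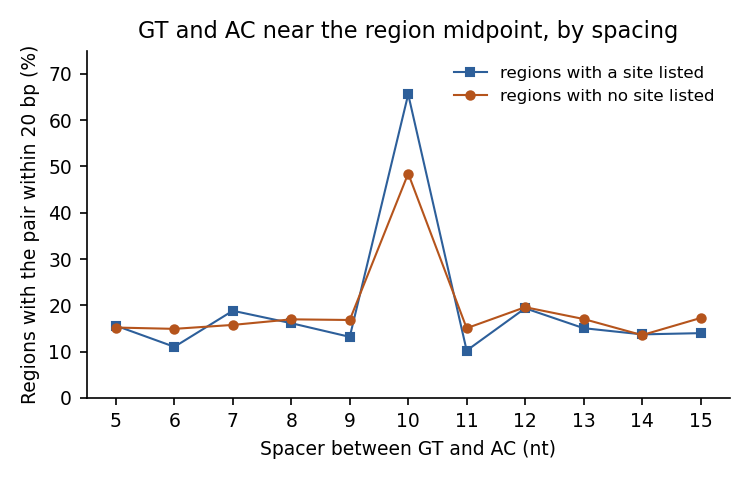
Percent of regions (vertical axis) with GT and AC separated by the number of nt on the horizontal axis and centred within 20 bp of the region midpoint, in 372 regions with a listed site and 1409 without. At a spacer of 10 nt the values are 65.6% and 48.5%, while the mean over the other spacers is 14.7% and 16.2%.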

We have done additional analyses of the NtcA binding sequences identified using the Weblogo application [33] (Figure 4). The consensus sequence of three different groups of NtcA binding sites have been analyzed. The first included the putative NtcA sequences identified in the 40 target regions with highest NLQ (Figure 4A). The well-known NtcA-binding site sequence [4] was obtained, having somewhat conserved T and C nucleotides in positions 4 and 5, and A in positions 10 and 11. 

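Each of the 39 sites of Table 2 found in its region was counted once. Over the 14 positions they carried 10.8 bits of information after correction for the number of sites (95% bootstrap interval 10.4 to 12.4). Without that correction, the alternative that moved this most, they carried 11.6 bits, and against the base composition of the genome 10.3 bits. Positions 1 and 14 were G and C in every site. T was the most frequent base at position 4 (41.0%) and C at position 5 (51.3%). Position 10 had G in 46.2% and A in 38.5% of the sites, and position 11 had A in 46.2%. When each line of Table 2 was counted, a setting chosen after seeing the data with 47 sites, A (42.6%) was more frequent than G (40.4%) at position 10. Position 3 was A in 76.9% and position 12 T in 87.2%.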

When the 508 putative NtcA sequences identified (mainly located in the target regions with highest NLQ values; Additional file 2: Table S1) were analyzed, the NtcA consensus binding site shown in Figure 4B was obtained. 

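The 381 distinct sites of the analysed part of Table S1 carried 9.22 bits (95% bootstrap interval 8.95 to 9.62), and 8.72 bits against the base composition of the genome, the alternative that moved the value most. The 303 sites in regions with an NLQ of at least 100 carried 9.39 bits.

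**Figure D8:**
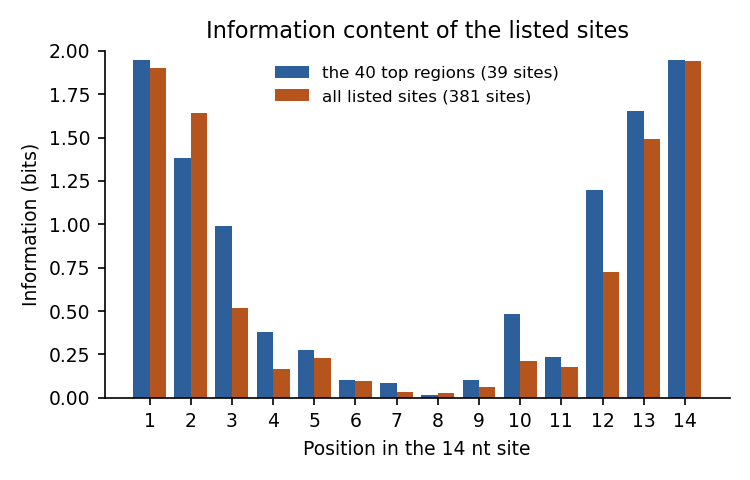
Information in bits (vertical axis, bars from 0) at each position of the 14 nt site (horizontal axis), for 39 sites of the 40 top regions (blue) and for 381 listed sites (orange). Position 3 carries 0.989 bits in the first set and 0.520 in the second, and position 13 carries 1.65 and 1.49.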

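Among the 381 listed sites, position 1 was G in 99.0%, position 13 A in 92.1% and position 14 C in 99.5%. Position 3 was A in 63.3% and position 12 T in 71.7%, against 76.9% and 87.2% among the sites of the 40 top regions. Position 5 was C in 42.5%, position 10 G in 40.4% and position 11 A in 41.2%.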

In this case, the GTN_10_AC was highly conserved, with also some prevalence of an A at position 3 and a T at position 12. Finally, we did an analysis of the extended NtcA binding site (i.e. including 6 nucleotides upstream and 6 nucleotides downstream of the GTAN_8_TAC core). In this case, a total of 135 sequences were used, obtained either from the target regions with highest NLQ or those NtcA binding sites that were associated with a promoter (indicated in Additional file 2: Table S1). 

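The analysed part of Table S1 gives 107 extended sequences of 26 nt. Each was found in its region or close beside it, since the stretch searched ran past both ends of the region.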

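A or T is found at 58.7% of the bases of the deposited genome. In the 107 extended sequences, the share of A or T was 85.0% at position 3, 83.2% at position 4, 86.0% at position 6, 82.2% at position 21, 79.4% at position 23 and 89.7% at position 24. Each of these was above the genome (exact binomial tests, two-sided, with adjusted p between 2.3e-11 at position 24 and 1.3e-05 at position 23, after Benjamini-Hochberg adjustment for 12 flanking positions). Position 2 had 79.4% (exact binomial test, adjusted p = 1.3e-05) and position 25 had 69.2% (exact binomial test, adjusted p = 0.046). Positions 1, 5, 22 and 26 did not differ from the genome, with 67.3%, 65.4%, 55.1% and 68.2% (exact binomial tests, adjusted p = 0.093, 0.19, 0.49 and 0.066). The background is the whole genome, with a GC content of 41.3%, whereas the tenth of the regions with highest peak coverage had a mean of 37.4%. A difference as small as that at position 25 was therefore not told apart from the base composition around the sites.

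**Figure D9:**
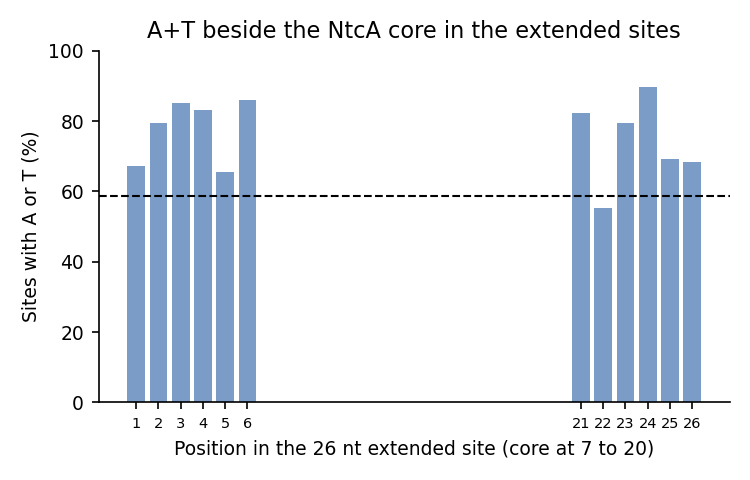
Percent of 107 extended sites with A or T (vertical axis, bars from 0) at the 6 positions on each side of the core (horizontal axis, positions 1 to 6 and 21 to 26). The dashed line is the genome, 58.7%, and only position 22, with 55.1%, is below it.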

A clear conservation along a 24 nt-long sequence was observed, specially the occurrence of A/T pairs in positions 3, 4, 6, 21, 23 and 24 (Figure 4C), consistent with previous observations [4,11].

**Figure 4:**
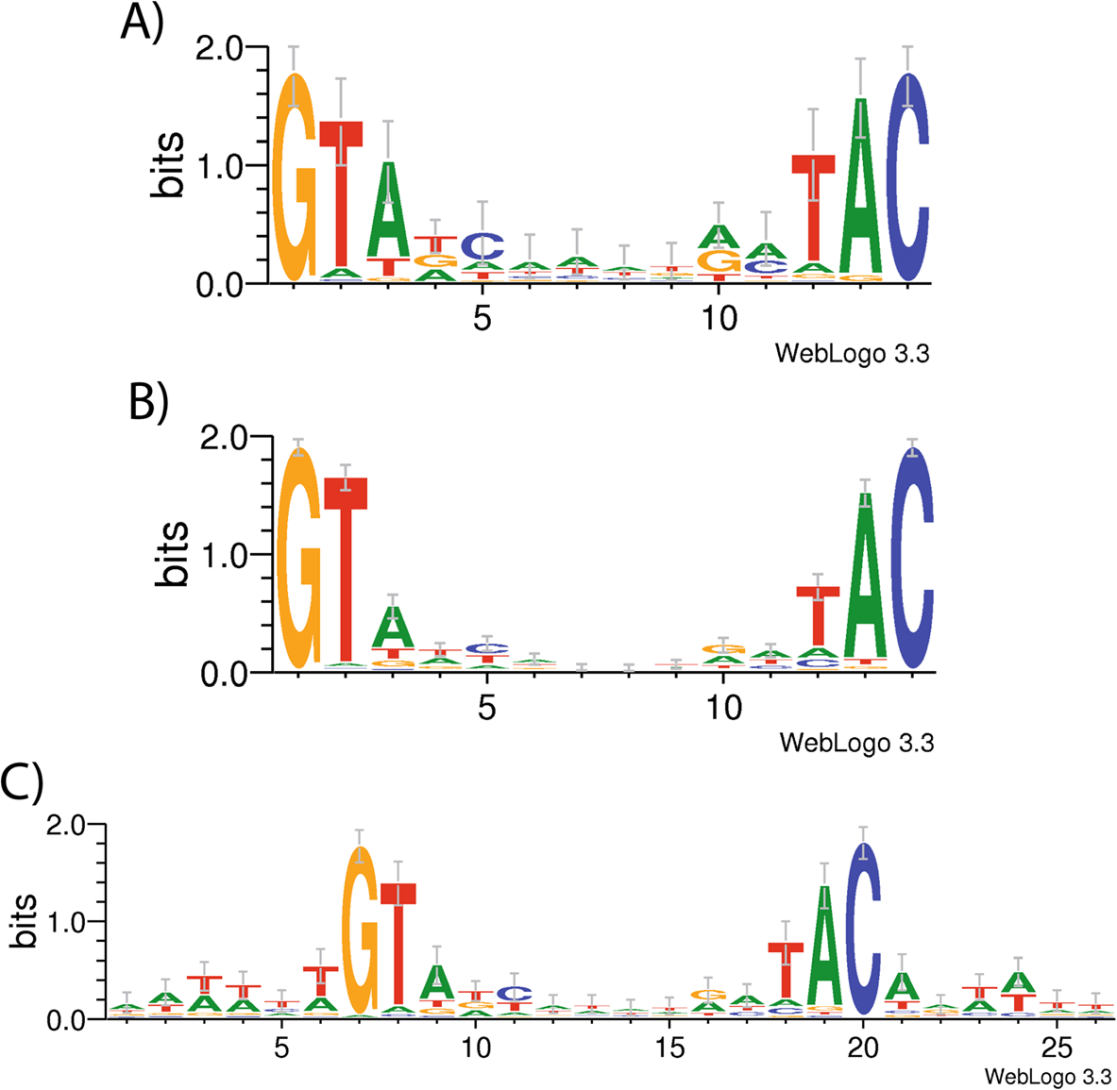
**Consensus NtcA-binding site. A)** Consensus NtcA-sequence derived from the 40 target regions with highest NLQ (Table 2). **B)** Consensus binding site found using all the putative NtcA binding sequences in Additional file 2: Table S1 (508 sequences). **C)** Extended consensus NtcA binding site (135 sequences). (Representations by WebLogo, Berkeley) [33].

## Discussion

NtcA is a transcriptional regulator of the CRP family that has been described to act upstream of the regulated genes, usually as an activator, but also as a repressor [3]. By ChIP-Seq analysis we have found that NtcA binds to up to 2,424 genomic sites, including sites in the chromosome and five of the six plasmids present in *Anabaena* sp. PCC 7120. The fact that no binding regions were found associated to plasmid zeta is probably due to the small size of this plasmid (only 5.6 kb and 5 genes). The 2,424 NtcA targets found by ChIP-Seq analysis have been ascribed to 2,153 genes. A numerous group of already-known NtcA-binding sites have been identified in the target regions found in this study (see Additional file 4: Table S2), which validates the results of the ChIP-Seq analysis. Additionally, we have found that NtcA binds in vitro to a selection of target regions with different features (different NLQ, different positions with respect to the genes, etc.) (Figure 3), which further indicates that the target regions identified by ChIP-Seq are bona-fide targets of NtcA. It is worth noting that point mutations in DNA sites matching the consensual sequence GTAN_8_TAC affect NtcA binding, as it has been previously shown for the promoter region of *glnA* (corresponding to target region #931) [27] and the two NtcA binding sites of the *ntcA* promoter (corresponding to target region #1776) [5].

A very high proportion of target regions have been found located in internal positions of the genes and even downstream of coding regions (Table 1 and Additional file 2: Table S1). 

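In the analysed list, 1209 of 1781 regions (67.9%, 95% confidence interval 65.7 to 70.0) had no entry upstream of a gene, and 48 had an entry downstream. The share of regions internal to a gene was 84.0% in the tenth with lowest peak coverage (431 to 835) and 47.4% in the tenth with highest (2996 to 41037).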

Not only our results with NtcA in *Anabaena* sp. PCC 7120, but many other examples show that regulation by transcription factors is much more complex than the canonical model. One fourth of the binding sites of *S. enterica* OmpR [34] and 42% of the binding sites for *C. glutamicum* GlxR [35] were found in intragenic regions. By binding to intragenic target regions, NtcA could act canonically by regulating internal TSPs as a Class II activator. In fact, some internal target regions found in our ChIP-Seq experiment seem to include sites regulating internal TSPs, both in the same orientation as the genes or counter-oriented (according to refs. [13,14]), which may correspond to overlapping as yet non-annotated genes, to antisense transcripts, or to non-coding transcription. Some examples of internal target regions in which NtcA would be acting canonically are #1431 (*alr3522*), #2367 (*alr7649*), #441 (*alr1155*), or #996 (*alr2482*) (see Table 2; Figures 2 and 3; Additional file 2: Table S1). Another possibility for the intragenic target regions is that NtcA could act as a repressor by blocking transcription elongation, as it has been shown for CodY in *B. subtilis*[36]. NtcA could be also regulating the promoters of adjacent genes with long 5′-UTRs. 

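Region #1135 (chromosome 3353126 to 3353374), listed at the 3' end of *all2756*, had a peak coverage of 4996, 3.78 times the mean of its flanks, and an NLQ of 767. Region #259 (700766 to 700938), listed as internal to *all0602*, had a peak coverage of 1267, 1.40 times its flanks, and an NLQ of 21.6. Neither region, nor the fragment that the listed primers delimit in it, holds a GTN10AC.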

Finally, NtcA could be acting non-canonically by binding to intragenic regions in which not even a consensus NtcA binding site can be found, such as target regions #1135 (*all2756*) or #259 (*all0602*), for which we have detected binding of NtcA in vitro (Figure 3). In this context, it is worth noting that NtcA has been shown to regulate the proximal promoter of *devB* by binding to a site (GTCATCTAAGTTGC) quite deviated from the consensual NtcA binding sequence [37], and so it is possible that, in some cases, NtcA acts as a transcriptional regulator by binding to sequences that we are not able to predict as NtcA-binding sites.

By means of ChIP-chip analysis in *E. coli*, the global transcriptional regulator CRP has been shown to bind to 68 high-affinity sites, while showing an extensive background binding that the authors interpret as low-affinity interaction of CRP to thousands of sites [38]. The authors suggest that CRP acts, in addition to directly regulating transcription, as a chromosome-shaping protein by binding to those multiple low affinity sites. On the other hand, ChIP-Seq analyses carried out with 50 TFs of *Mycobacterium tuberculosis* in which binding sites are found in diverse genomic locations suggest that modulation of DNA structure might be a general role of TFs [15]. Our data suggests that NtcA could act similarly in those sites where it binds with a low affinity and for which no consensus-binding site can be found. There are 752 binding regions with NLQ<30, 551 of which are located in internal or downstream positions (76%), and only 179 (24%) upstream of genes. 

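Of the 1781 analysed regions, 475 had an NLQ below 30. No entry upstream of a gene was listed for 362 of these (76.2%, 95% confidence interval 72.2 to 79.8), against 847 of the 1306 with an NLQ of at least 30 (64.9%, 62.2 to 67.4), a difference of 11.4 points (Fisher's exact test, two-sided, p = 4.3e-06). An upstream entry was listed for 113 (23.8%), an internal one for 379 (79.8%) and a downstream one for 11. The difference moved most with an NLQ of 20 as the limit, to 14.6 points (Fisher's exact test, two-sided, p = 9.8e-07). In regions with NLQ below 30, sites matching GTAN8TAC were still nearer to the midpoint than placed ones. Their median distance was 31.5 bp, against a mean of 45.9 bp for random placement (71 sites, permutation test, one-sided, p = 0.0029).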

The role of NtcA as a chromosome-shaping factor instead of CRP would be consistent with a more restricted role of CRP-like proteins in the obligate photoautotroph *Anabaena* sp. PCC 7120 [39].

The high number of target regions not directly associated to TSPs could be reflecting an additional level of complexity, such as of long-range interactions of NtcA with the regulated promoters [15]. This would especially apply to internal target regions, to those located upstream but far from the coding region, and to regions located downstream of genes. Long-range effects of a TF can be achieved by cooperative binding to several binding sites or by DNA looping. In this case, the low-affinity sites would be acting cooperatively together with other, high-affinity, sites [15]. There are some individual examples of regulation at atypical distances, such as that carried out by *B. subtilis* RocR, which regulates *rocG* expression by binding to an enhancer located 1.5 kb downstream of the *rocG* promoter [40], or that by *E. coli* NtrC, whose binding sites at the σ^54^-dependent promoter of *glnA* can be located up to 2 kb away [41]. Some putative examples of long-range effects of NtcA could be two high-NLQ target regions in which a consensus NtcA-binding site can be identified, target regions #364 (*all0926*) and #1137 (*all2760*) (see in vitro binding in Figure 3), but no obvious relation with a promoter can be found.

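Region #364 (chromosome 1070920 to 1071176, NLQ 3580.62) had a peak coverage of 18957, 4.70 times the mean of its flanks. Its site GTAGCCCCTGCTAC begins at 1071039, 2.5 bp from the midpoint, inside a predicted coding sequence of the reverse strand (1070498 to 1076449). Region #1137 (3356437 to 3356689, NLQ 930) had a peak coverage of 5654 and a ratio of 4.04. The site GTATAAGGCAATAC begins at 3356573, 16.5 bp from a midpoint that is between predicted coding sequences, 32 bp from the nearest.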

It is interesting to note the prediction that the higher the NLQ the more NtcA protein binding to a particular sequence. Indeed, we have seen a correlation between the NLQ and the affinity of NtcA for the target region in vitro (Figure 3). According to Galagan *et al.*[15], differences in the probability of occupancy of a TF are influenced by several factors including the concentration and modification state of the TF, the affinity of the TF for the binding site, the accessibility of the binding site, and the availability of molecular co-factors. In organisms with different cell-types, more complexity can be added, since there are differences in gene regulation between different cell types. This is the case of *Anabaena* sp. PCC 7120 growing in a combined N-free medium, whose filaments contain vegetative cells and differentiating and mature heterocysts.

The 2,153 genes associated to the 2,424 binding regions found in this ChIP analysis have been classified according to the functional category of their protein products. These include known targets of NtcA involved in the scavenging of traces of combined N, such as the *amt* genes, *ntcB*, and the *nir* and *urt* operons, as well as other targets, such as the *cphBA1* operon, *hetC* and *nrrA*, which are also activated early upon N step-down (Additional file 2: Table S1). 

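In the analysed list, 104 of 1590 genes (6.54%) belong to nitrogen metabolism (32), amino acid biosynthesis (37) or heterocyst differentiation and function (35).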

Interestingly, however, only a small fraction of all the ascribed genes are involved in N metabolism (including N scavenging and amino acid metabolism) and in differentiation and function of heterocysts (5.6%). In contrast, a similar or even higher proportion of genes related to regulatory (8.2%) and transport (5.8%) functions (excluding genes related to N metabolism and transport) were found. It is also noticeable that there is a substantial number of genes involved in translation, including several ribosomal protein-encoding genes (4.2%), genes of the central metabolism of the cell (2.5%), and genes involved in the biosynthesis of cofactors, prosthetic groups and electron carriers (2.6%). 

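Genes for regulatory functions were 143 of the 1590 analysed (8.99%) and those for transport and binding proteins 93 (5.85%).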

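In the analysed list, 75 genes were for translation (4.72%), 40 for central metabolism (2.52%) and 45 for the biosynthesis of cofactors, prosthetic groups and carriers (2.83%). The regions of these groups had similar median NLQ values, 53.2, 54.3 and 50.8.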

Finally, ca. 50% of the ascribed genes in the ChIP-Seq analysis correspond to hypothetical or unknown proteins (Table 3; Additional file 2: Table S1). Interestingly, besides the already known NtcA targets *furA*, *pkn41* and *pkn42*[22,25], which are involved in the regulation of iron acquisition-related genes, there are about 30 iron acquisition-related genes that appear to be directly regulated by NtcA (Table 3). These results represent an in vivo corroboration of a cross-talk regulation between N and Fe metabolisms that has been proposed to happen in *Anabaena* sp. PCC 7120 [31]. On the other hand, a substantial group of genes involved in carbon metabolism are also found ascribed to target regions. These include the pentose-phosphate pathway genes *gnd*, *alr0782*, *alr4670* and *all2563*, the Calvin cycle *rbcLXS* operon and *all4021*, and many others (see Additional file 2: Table S1), such as the *cmpR* gene, whose product activates the expression of the *cmp* bicarbonate transporter genes and is regulated by NtcA [42]. These results support the idea of NtcA as a regulator of carbon assimilation genes, as previously suggested [12,42]. Finally, there is a numerous group of photosynthesis- and respiration-related genes associated to target regions, such as several genes encoding NADH dehydrogenases and ATP synthases, genes of the photosystem I and photosystem II, and several terminal respiratory oxidase-encoding genes, including the previously described NtcA-dependent *cox2* and *cox3* operons [8] (see Additional file 2: Table S1). It is interesting to note that there are twice as many ascribed N metabolism-related genes among the target regions with Q value=0 than within all the target regions (11.9% vs. 5.6%) (see Table 3; Additional file 2: Table S1; Additional file 5: Table S3). In addition, 75% of the high-NLQ target regions ascribed to N-metabolism related genes were located in positions upstream of coding regions. This is consistent with the fact that NtcA was originally discovered in studies of regulation of N assimilation [4].

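Among the genes ascribed to analysed regions with an NLQ above 300, 29 of 198 (14.6%, 95% confidence interval 10.4 to 20.2) belong to nitrogen metabolism, amino acid biosynthesis or heterocyst differentiation and function. Among all other genes they were 75 of 1392 (5.39%, 4.32 to 6.70), so the shares differed by 9.26 points (Fisher's exact test, two-sided, p = 9.4e-06). With an NLQ of 100 as the limit, the alternative that moved the difference most, the shares were 8.48% and 5.43% (Fisher's exact test, two-sided, p = 0.020). With the regions whose Q value is listed as 0, a setting chosen after seeing the data, 26 of 184 genes (14.1%) were of these categories (Fisher's exact test, two-sided, p = 8.5e-05).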

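Of the 32 entries for genes of these categories with an NLQ above 300, 27 were upstream (84.4%, 95% confidence interval 68.2 to 93.1). Of the 175 other entries with an NLQ above 300, 80 were upstream (45.7%, Fisher's exact test, two-sided, p = 4.1e-05).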

Many genes that were expected to be activated later on after N step-down have been detected to be bound by NtcA in vivo at 3 h after combined-N deprivation. Some are involved in heterocyst differentiation and function, such as *xisA* or *devBCA* (intermediate steps), but also *pipX* and the *cox3* and *nifHDK* operons (late stages), which are already known targets, as well as others such as some genes of the *hep* island, *hgdD*, *nifV2*, *nifS*, *hepB*, *hepK*, *hetM*, *hetN*, and genes encoding several heterocyst-glycolipid synthases (*hglC*, *hglD*, *hglG*) (Additional file 2: Table S1). These results indicate that NtcA binds in vivo to genes that have not been shown to be differentially expressed as soon as 3 h after N step-down. 

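The region upstream of *xisA* (*alr1442*, #573, chromosome 1700556 to 1700796) had a peak coverage of 4122, 3.04 times the mean of its flanks, and an NLQ of 486. The region of *devB* (*alr3710*, #1498, 4478306 to 4478530) had a peak coverage of 3051 and an NLQ of 311, and that of *pipX* (*asr0485*, #225, 580144 to 580384) a peak coverage of 2499 and an NLQ of 422. The 45 entries of the heterocyst category had a median NLQ of 47.7.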

In some cases, including those target regions with NLQ<100, NtcA could bind with low affinity, so that relevant binding would require a higher concentration of NtcA, an additional factor, or both (see Figure 3). The *ntcA* gene is maximally expressed at ca. 9 h upon N step-down [10]. It is possible therefore that binding of NtcA can be detected as early as 3 h upon N step-down, but this binding would not be sufficient to activate the expression of those genes until the concentration of NtcA increases. It can also be the case, especially for those targets with high NLQ, that the process of gene activation/repression starts earlier than it can be detected by conventional procedures.

A computational analysis of cis-regulatory elements located upstream of coding regions carried out by Su *et al.*[12] predicted 106 putative NtcA binding sites in the genome of *Anabaena* sp. PCC 7120. A comparison of these putative sites with our in vivo results rendered 39 common sites (Additional file 6: Table S4), including three in photosynthesis-related genes (*alr0021*, *all3410* and *all2327*) and several in N-scavenging genes (*nirA*, *ntcB*, *amtB*, and *urtA*). On the other hand, a sequence analysis of upstream regions of highly induced or repressed TSPs carried out by Mitschke *et al.*[14] predicted 115 putative NtcA binding sites. This analysis was based on a search of the consensus binding site of NtcA in regions near TSPs that were highly regulated at 8 h after N-withdrawal. Additional file 6: Table S4 shows a comparison between these sites and the NtcA binding sites identified by our in vivo ChIP-Seq analysis, which rendered 53 sites in common, including some located within coding regions.

The high number of binding regions found as well as the broad distribution of the ascribed genes in functional categories indicate that NtcA has a much wider role in the cyanobacterial cell than it had previously been assigned. Moreover, the fact that a high number of genes involved in regulatory functions appear to be regulated by NtcA implies an even broader role of this protein, since further genes may be indirectly regulated by NtcA. 

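The 2424 regions covered 552288 bp, or 7.66%, of the analysed sequence, and the 1781 of them analysed in Table S1 were ascribed to 1590 genes in 18 functional categories. Of the genes, 48.3% were hypothetical, 8.99% regulatory, 5.85% for transport and 2.01% for nitrogen metabolism. By NLQ, 562 of the listed regions had at least 100 and 192 above 300. From the number of regions and the breadth of the categories, the paper concludes that NtcA has a wider role in the cell than it had been assigned before.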

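Leaving out the 475 regions with an NLQ below 30, 1306 of the 1781 listed regions remained. GTAN8TAC was present in 29.6% of these 1306 regions, against 5.12% for shifted positions (permutation test, one-sided, p = 2e-05).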

In spite of the binding regions with NLQ<30 (752) at which NtcA might be acting as a chromosome shaper, NtcA is the bacterial transcription factor for which the largest direct regulon has been identified by in vivo ChIP experiments. *Corynebacterium glutamicum* GlxR, a cAMP-dependent CRP-type global transcriptional regulator, has been described to bind up to 239 sites [35], while others with a less wide role, such as *Mycobacterium tuberculosis* LexA or *Salmonella enterica* OmpR, have been found to bind 25 and 58 sites, respectively [34,43].

## Conclusions

The NtcA regulon identified here constitutes the largest bacterial regulon described to date. Although initially identified in studies of regulation of N assimilation, we have shown by in vivo ChIP-Seq that NtcA has a much wider role in the physiology of the cell. NtcA can have a genomic-wide effect both as a possible chromosome (and plasmid) shaper and as a global transcription factor in the cyanobacterial cell.

## Methods

### Culture induction and formaldehyde treatment

Cells of *Anabaena* sp. (also known as *Nostoc* sp.) strain PCC 7120 growing exponentially (3-5 μg Chl/ml) in the light (75 μE·m^-2^·s^-1^) at 30°C in BG11_0_ medium [44] supplemented with 10 mM NaHCO_3_ (referred to as BG11_0_C) containing 6 mM NH_4_Cl and 12 mM TES and bubbled with a mixture of air + 1% CO_2_ were collected, washed with BG11_0_C, resuspended in BG11_0_C, and incubated in the same conditions for 3 h. Formaldehyde was then added to the cultures to a final concentration of 1%, and the cultures were incubated for 15 min (no aeration, occasional shaking). Glycine was added at 125 mM final concentration and the incubation was continued for 5 min to stop the fixing reaction. The cells were then filtered, washed with cold TBS (20 mM Tris–HCl, pH 7.4, 140 mM NaCl) and collected in tubes (25 ml of culture per tube). The pellets were frozen in liquid nitrogen and stored at -20°C until used.

### Cell lysis and DNA shearing

Cells corresponding to about 150 ml of culture (6 tubes) were used for each ChIP experiment. Pellets corresponding to about 25 ml of culture were resuspended in 500 μl of lysis buffer (50 mM HEPES/KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, supplemented with Mini EDTA-free protease inhibitor cocktail [Roche]). Cells were supplemented with 150 μl of glass beads (acid-washed, 425-600 μm [Sigma]) and broken in a multivortexer at 2000 rpm for 1 h at 4°C. The cell lysates were collected by centrifugation and the extracts were subjected to sonication to shear the DNA into about 200-bp fragments (40 cycles of 10s, 30s ice, 10% amplitude, in a Branson Digital Sonifier). After centrifugation to eliminate cell debris, the whole-cell extracts were stored at -20°C or immediately used for immunoprecipitation.

### Chromatin immunoprecipitation

Immunoprecipitation of DNA was carried out as described in Hanaoka and Tanaka [45], with some modifications [46]. Whole-cell extracts were prepared at 4 mg/ml of total protein with lysis buffer (in 500 μl total volume). A 50-μl sample was taken as the input sample, and the extracts were pre-treated with 0.6 mg of lysis-buffer-equilibrated Dynabeads Protein G (Invitrogen) (to avoid non-specific binding of DNA to the Protein G). Anti-NtcA antibody (or H_2_O for the mock sample) was added and incubated at 4°C with rotation overnight. The extracts were treated with 0.6 mg of Dynabeads Protein G for 2 h at 4°C with rotation. The Dynabeads were washed twice with 1.5 ml of lysis buffer (5 min, rotation), and once with 1.5 ml each buffer 1 (lysis buffer containing 500 mM NaCl), buffer 2 (10 mM Tris–HCl, pH 8, 250 mM LiCl, 0.5% NP-40, 1 mM EDTA), and buffer 3 (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, 50 mM NaCl). The Dynabeads were resuspended in a solution of DNase-free RNase A (0.2 μg/μl in TE), incubated for 30 min at 37°C, and washed with 1.5 ml wash buffer 3. To elute the immunoprecipitated material, the Dynabeads were resuspended in 50 μl of elution buffer (50 mM Tris–HCl, pH 7.5, 10 mM EDTA, 1% SDS) and incubated at 65°C for 30 min. The elution step was repeated once and the two eluates were combined.

### Crosslinking reversion and DNA isolation

For crosslinking reversion, the eluted material was incubated at 65°C for 5 h. The input sample was processed in parallel (Tris–HCl, pH 7.5, EDTA and SDS was added to reach the same concentration as in the ChIP sample). To eliminate proteins, Proteinase K was added at 0.4 μg/μl (final concentration) and the mixture was incubated for 1 h at 55°C. DNA was purified by phenol/chloroform/isoamyl alcohol extraction (25:24:1) followed by two extractions with chloroform/isoamyl alcohol (24:1). DNA was ethanol-precipitated using ammonium acetate and glycogen, and the pellet was washed twice with 70% ethanol, air-dried and resuspended in 25 μl purified H_2_O. For ChIP-Seq DNA samples, this protocol was repeated three times using cells from independent inductions, and the resulting DNA was mixed together and concentrated to 25 μl.

### Massive sequencing of the immunoprecipitated DNA

Input and ChIP DNA samples were sent for sequencing at the Functional Genomics Core Facility of the Institute for Research in Biomedicine, Barcelona (Spain) (Herbert Auer). Next generation sequencing was carried out using Illumina’s sequencing technology. ChIP DNA Sample Prep Kit (Illumina) was used for library preparation. Libraries were loaded at 8 pM concentration into the flow cell using the Cluster Station running recipe V7 with the Single-Read Cluster Generation Kit v4 (all Illumina). The flow cell was loaded into the Genome Analyzer II and samples were sequenced for 120 nucleotides from a single end using the Sequencing Kit v5 and recipe v8 (all Illumina). Manufacturer’s recommendations were strictly followed. Illumina sequencing data were pre-processed with the standard Illumina pipeline version 1.5 and sequences were aligned to the *Anabaena* sp. PCC 7120 genome (http://genome.microbedb.jp/cyanobase/Anabaena) with the Bowtie software 0.12.5 [47]. The percentage of reads mapped to the genome was 92.3% for the Input sample (HQ reads: 30,192,934, 64.9% of total) and 94.2% for the ChIP sample (HQ reads: 31,352,138, 68.5% of total).

The analysis of the results was carried out using the Triform algorithm method [16] (Karl Kornacker). For detected double-strand peak regions, the peak locations were reported as the averages of the forward and reverse peak locations; the z-scores were calculated according to equations (4) - (6) [16], with C (x) being replaced by the sum of the coverages on the forward and reverse peak locations; and the associated discrete p-values were adjusted for multiple testing by application of the Tarone-modified distribution-free Benjamini-Yekutieli method, similar to a method recommended in Gilbert, 2005 [48]. The Q value measures the statistical significance of the peak identifying the target region, defined as the estimated false discovery rate (FDR) among the rows whose Q value is no larger than a chosen FDR. The NLQ value is defined as the -log_10_(Q value).

### Q-PCR

For ChIP-Seq target region validation, Q-PCR was performed using the Quantimix Easy SYG Kit (Biotools) (SYBR green I) in a iCycler iQ Multi-Color Real Time PCR Detection System (Bio-Rad). The enrichment of a promoter region in the ChIP sample was calculated as: enrichment = 2^[C_t_(sample)-C_t_(control)], where the input sample was used as the control. The efficiency of the PCR was calculated using the program LinRegPCR [49]. Primers used to amplify the *nrrA* and *all0770* promoters are indicated in Additional file 7: Table S5.

### Affinity purification of anti-NtcA

Anti-NtcA antibodies [50] were purified using the AminoLink Plus Immobilization Kit (Thermo Scientific) and purified NtcA protein. NtcA was purified as described [51].

### Electrophoretic mobility shift assays (EMSA)

The DNA fragments assayed were obtained by PCR using one of the primers labeled with T4 polynucleotide kinase (Roche) and [γ-^32^P] dATP. Additional file 7: Table S5 shows the primers used for each DNA fragment analyzed in Figure 3. 1–2 fmol of DNA was used in a final volume of 15 μl in binding buffer (10 mM Tris–HCl pH 8, 30 mM KCl, 10 mM MgCl_2_, 2 mM DTT, 5% glycerol). 0.04 mg/ml poly (dI-dC) and 0.04 mg/ml bobine serum albumine were used as non-specific competitor DNA and protein, respectively. The reaction mixtures with the corresponding DNA fragment were incubated with purified NtcA (100 nM and 400 nM) for 30 min at 30°C. The protein-DNA complexes were separated on native 8% polyacrylamide gels. Radioactive areas of the gels were visualized with a Cyclone storage phosphor systems (Packard).

## Availability of supporting data

The data sets supporting the results of this article, which can visualized with the Integrative Genome Viewer (Broad Institute), are available at GEO accession # GSE51865.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SP participated in the design of the experiments, performed the experiments, analyzed data, and drafted the manuscript. EF analyzed data and helped draft the manuscript. AH participated in the design of the experiments, analyzed data, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Q-PCR verification of the immunoprecipitated material. Click here for file

Additional file 2: Table S1 Compendium of the binding regions found in the ChIP-Seq analysis. Click here for file

Additional file 3: Figure S2 Scheme of the ChIP-Seq results. Click here for file

Additional file 4: Table S2 Identification of previously described NtcA binding sites in *Anabaena* sp. PCC 7120 in ChIP-Seq target regions. Click here for file

Additional file 5: Table S3 Functional category of genes ascribed to target regions with NLQ>300. Click here for file

Additional file 6: Table S4 Comparison of the results of the ChIP-Seq analysis with the proposed NtcA-dependent genes by Su *et al.* and Mitschke *et al.* Click here for file

Additional file 7: Table S5 Primers used in this work. Click here for file

# Supplementary material for: ChIP analysis unravels an exceptionally wide distribution of DNA binding sites for the NtcA transcription factor in a heterocyst-forming cyanobacterium
**Source:** BMC Genomics. 2014 Jan 13;15:22. doi: 10.1186/1471-2164-15-22

**Figure S1. Q-PCR verification of the immunoprecipitated material.**

The enrichment of the promoter region of *all0770* as the negative control and of *nrrA* (*all4312*) as the positive control in the immunoprecipitated material was analyzed by Q-PCR. Primers used are indicated in the Table S5. Input, total DNA; ChIP, NtcA-immunoprecipitated DNA; Mock, DNA resulting from the whole ChIP protocol but with no anti-NtcA; Control, water. The mean from two independent ChIP experiments is shown.

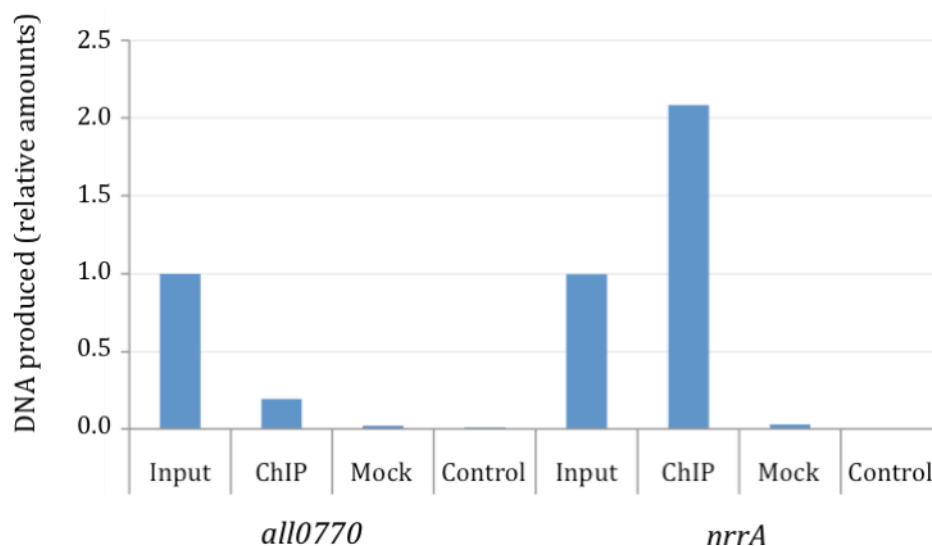

**Supplement:** Additional file 1: Figure S1 — Q-PCR verification of the immunoprecipitated material.

# Supplementary material for: ChIP analysis unravels an exceptionally wide distribution of DNA binding sites for the NtcA transcription factor in a heterocyst-forming cyanobacterium
**Source:** BMC Genomics. 2014 Jan 13;15:22. doi: 10.1186/1471-2164-15-22

**Figure S2. Scheme of the ChIP-Seq results.**

The results of the analysis of the massive sequencing data for the *Anabaena*'s chromosome and plasmids are shown as visualized with the Integrative Genome Viewer program (Broad Institute, USA) (18). 

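The highest deposited raw coverage was 41037 on the chromosome, 15730 on plasmid alpha, 10582 on beta, 7741 on delta, 7585 on epsilon and 4674 on gamma. These are values at the called peaks of the ChIP library, with no normalization for the depth or the copy number of the replicon. Median peak coverage was 1255 on the chromosome and 1473 on the plasmids.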

The raw coverage (CVG) at each target region is represented in the Y axis (the range of the CVG is indicated in parenthesis).

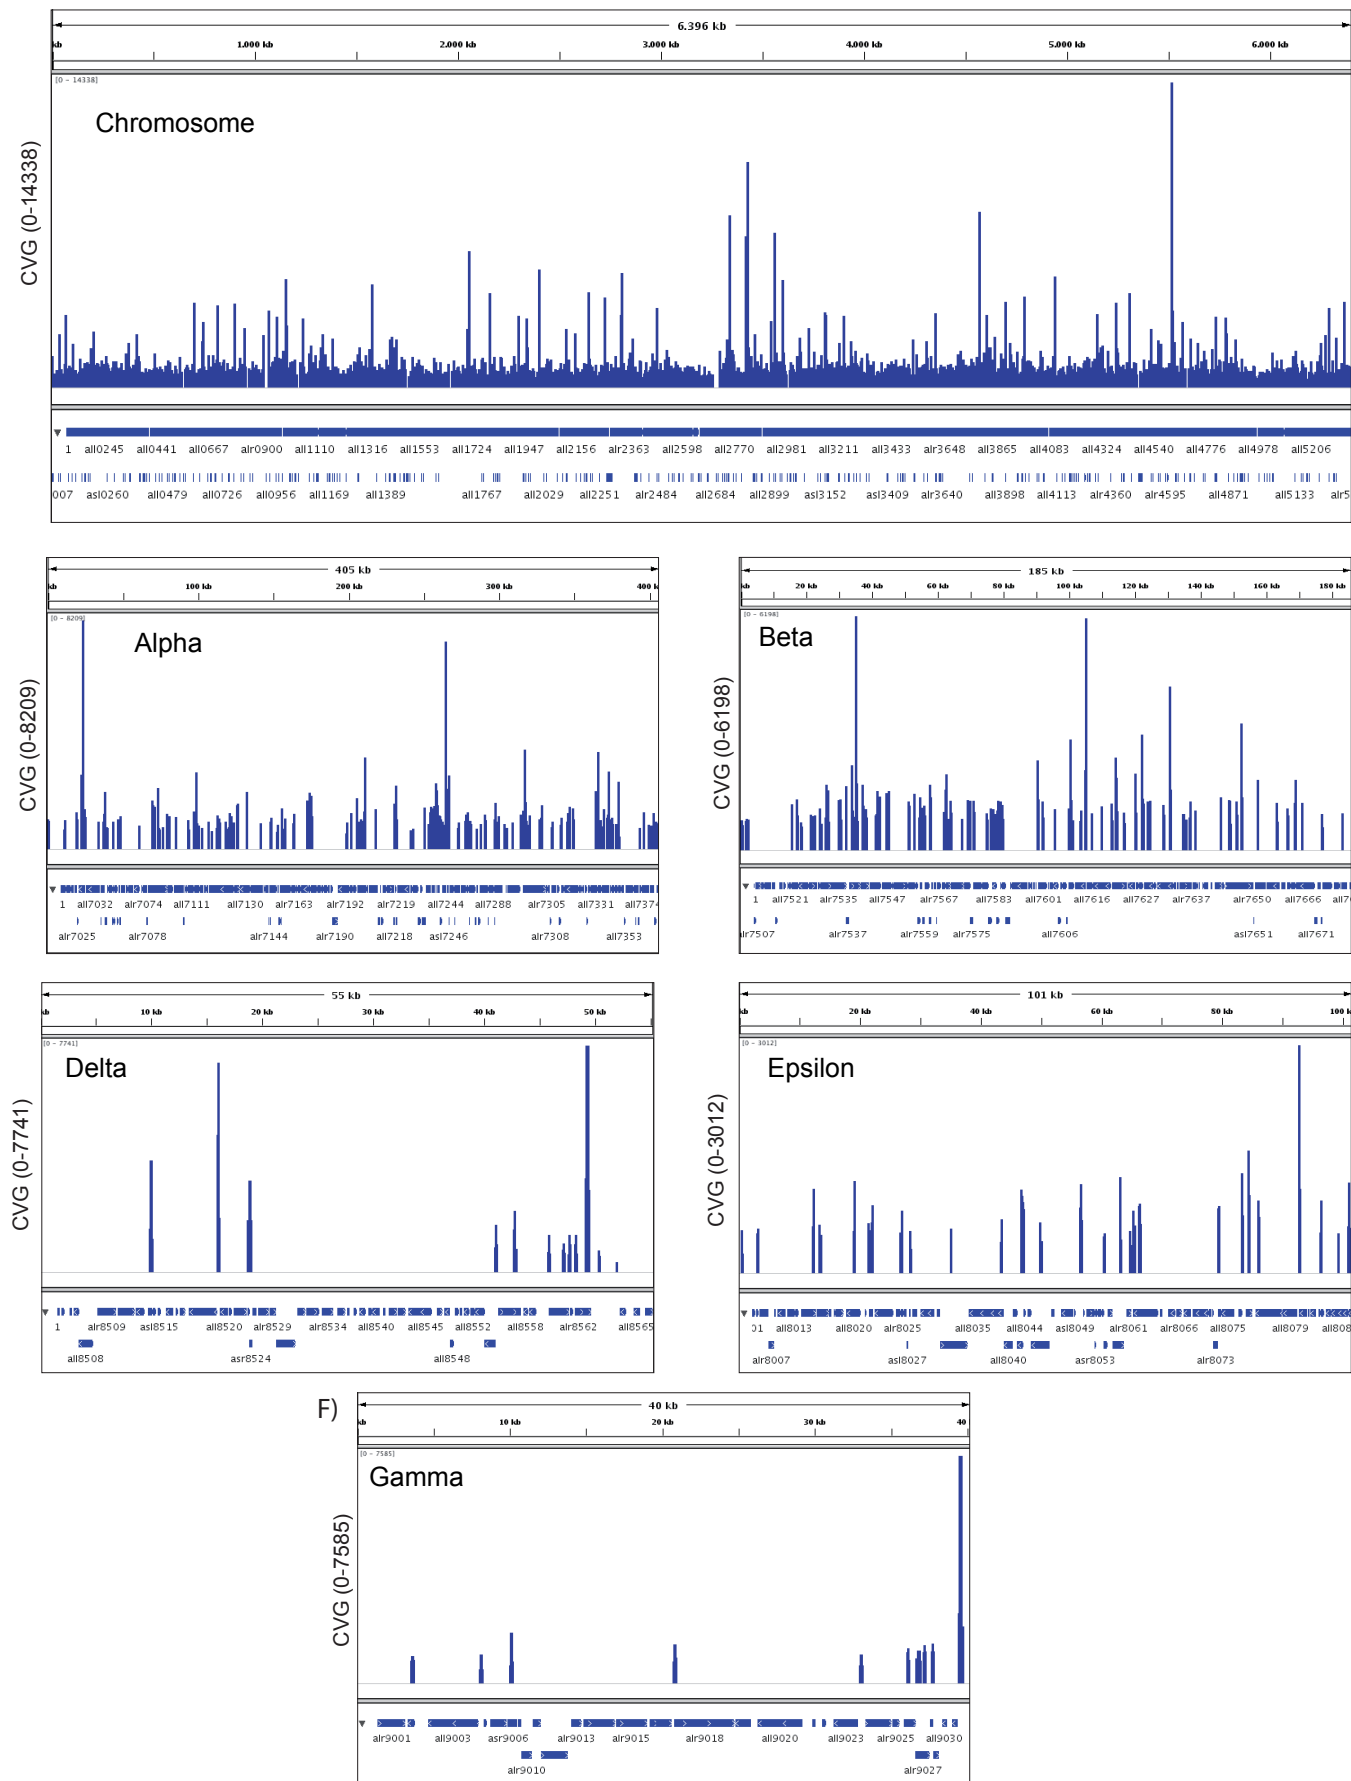

**Supplement:** Additional file 3: Figure S2 — Scheme of the ChIP-Seq results.

# Supplementary material for: ChIP analysis unravels an exceptionally wide distribution of DNA binding sites for the NtcA transcription factor in a heterocyst-forming cyanobacterium
**Source:** BMC Genomics. 2014 Jan 13;15:22. doi: 10.1186/1471-2164-15-22
**Supplement:** Additional file 5: Table S3 — Functional category of genes ascribed to target regions with NLQ>300.

**Table S3. Functional categories of genes ascribed to target regions with NLQ>300**

| Category                                | Number of genes |          |          |            |
|-----------------------------------------|-----------------|----------|----------|------------|
|                                         | Total           | Upstream | Internal | Downstream |
| 269 genes in total                      |                 | 134      | 129      | 6          |
| Regulatory functions                    | 33              | 10       | 23       |            |
| Hypothetical proteins                   | 122             | 52       | 66       | 4          |
| Heterocyst differentiation and function | 13              | 9        | 4        | 1          |
| Nitrogen Metabolism                     | 12              | 11       | 1        |            |
| Amino acid biosynthesis                 | 7               | 4        | 3        |            |
| Central Metabolism                      | 8               | 4        | 4        |            |
| Transport and binding proteins          | 10              | 4        | 6        |            |
| Other categories                        | 27              | 16       | 11       |            |
| Transcription+translation               | 12              | 9        | 3        |            |
| Others                                  | 25              | 15       | 9        | 1          |

The number of genes ascribed to the target regions with NLQ>300, grouped into different categories, is shown. 

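In the part of Table S1 analysed here, 192 regions had an NLQ above 300, with 207 entries and 198 different genes. Peak coverage of every region of Table 2, all of which are above that NLQ, was at least 8847.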

There are 261 target regions with NLQ>300, which are ascribed to 269 genes. 

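Of the 207 analysed entries with an NLQ above 300, 107 were upstream of the gene (51.7%), 95 internal (45.9%) and 5 downstream (2.42%).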

Positions of the target regions with regard to the genes to which they have been ascribed (upstream, internal and downstream) are indicated.

# Supplementary material for: ChIP analysis unravels an exceptionally wide distribution of DNA binding sites for the NtcA transcription factor in a heterocyst-forming cyanobacterium
**Source:** BMC Genomics. 2014 Jan 13;15:22. doi: 10.1186/1471-2164-15-22
**Supplement:** Additional file 7: Table S5 — Primers used in this work.

**Table S5. Primers used in this work.**

| <b>DNA tested</b>               | <b>Primer</b> | <b>5'-3' Sequence</b>          |
|---------------------------------|---------------|--------------------------------|
| #204                            | all0438-1     | ATATTTAAAACCCCCACAC            |
|                                 | all0438-2     | CTGGTAAGGAAATTCGC              |
| #259                            | all0602-16    | CCAAATCTACCAAGCCATC            |
|                                 | all0602-17    | GGAAGCAGCCAGAATTGTG            |
| #364                            | all0926-1     | CAATTGGTGGTGTCTGTTG            |
|                                 | all0926-2     | GATTTCTGTCGTCGTCG              |
| #602                            | all1517-1     | TTCTTTGGGAGATTCGCC             |
|                                 | all1517-2     | CATGCCAAGGAATTCAGG             |
| #892                            | alr2259-1     | CTGGGCAGTTGAATCA               |
|                                 | alr2259-2     | TTTGTCTATAGGTTTAGTAGTG         |
| #996                            | alr2482-1     | CTTTTGGAAATTTGGTACG            |
|                                 | alr2482-2     | ATAAGTATCAATTAACAAAGGC         |
| #1128                           | all2747-1     | TTGATATTCTATACTATTTTGGC        |
|                                 | all2747-2     | TTTCTACTTTTACCTCGTCC           |
| #1135                           | all2756-1     | CTAACGCTGCTTTAAGTTG            |
|                                 | all2756-2     | GTTGTCACGCATAGAAGG             |
| #1137                           | all2760-1     | CAGATATAGTCCTCATGCTG           |
|                                 | all2760-2     | GGAAATAAGGAATTGTGC             |
| #1203                           | alr2921-1     | GATTGATACCATGAATCTCC           |
|                                 | alr2921-2     | TCACTTCACAATCCTTGC             |
| #1570                           | all3880-1     | AGCACTTGTACCTGCCAG             |
|                                 | all3880-2     | TCGAAATTTTAGACATCCG            |
| #1756                           | all4355-1     | TCAGGATGATATTGCTGC             |
|                                 | all4355-2     | AAAACTGTCAAATGTGAAC            |
| #605                            | alr1524-3     | GAACTTTCAAAGAATAACTTATGC       |
|                                 | alr1524-4     | GGTATTTAATGAATTGGGTTAG         |
| #931                            | alr2328-22    | CAAAGTTGACCCCTATGAG            |
|                                 | alr2328-23    | TTGTTACTCCTTCTCTGCC            |
| all2096                         | all2096-2     | GTACATAAAAGCGAGGATAGG          |
|                                 | all2096-3     | TAGTCGGCTATTTTATGTATACGAATTTG  |
| <i>A.h. psbA</i>                | C.K3-1        | CAGAGCAGCCGATTGTCTGTTG         |
|                                 | C.K3-2        | CTGATAAGTGAGCTATTCAC           |
| <i>nrrA</i> internal            | all4312-20    | CCAAGGGGAGTTTATCGACC           |
|                                 | all4312-21    | CCAACATTGCGGATAGTC             |
| <i>all0770</i><br>(Q-PCR)       | all0770-3     | GCTTAAAGTCTTTTCCCTATGTGCTTTC   |
|                                 | all0770-4     | GCTTTTGGGAGGTTTTTCTATCGT       |
| <i>nrrA</i> promoter<br>(Q-PCR) | nrrA-3        | TTTGCCAACATAGGTTATAAAAAAACGTAG |
|                                 | nrrA-4        | AGACCCCTTAGCGTCGATGAAT         |

How the deposited data were processed for this re-analysis (not part of the article)

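DNA from *Anabaena* filaments taken 3 h after the withdrawal of ammonium was sequenced as 2 libraries, the NtcA ChIP and the input. According to the paper the ChIP library was made from 3 immunoprecipitations mixed before library preparation, so there is a single pooled sample and no replicate. The authors aligned reads of 120 nt with Bowtie, called regions with Triform against the input, and deposited for each region the raw coverage of the ChIP library at the peak and at the left and right flanks. No division by the input, by the depth or by the copy number of the replicon is included in that coverage, and only called regions are listed. The paper gives no duplicate handling or extension of reads. The authors also deposited the sequence of the chromosome and of 5 plasmids, which holds bases and no measured values. The ChIP library had 31352138 high-quality reads and the input 30192934, of which 94.2% and 92.3% mapped. The input was not analysed here by itself, and no read-level quantity was recomputed.

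A region was taken from the first base of its left flank to the last base of its right flank, with the midpoint at the centre. The Q and NLQ values, positions, functional categories and sites were the paper's, from 1781 regions of Table S1 and from Tables 2 and S2, and were joined to the deposited regions by number, which was checked through the CVG and the location. An annotation was not used here, so positions relative to genes are those of Table S1. Coding sequences predicted with Prodigal 2.6.3 were added after the data had been seen. The calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with Matplotlib 3.10.9.

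Shares were given with 95% confidence intervals by Wilson's method. Counts in 2 groups were compared with Fisher's exact test, two-sided, and densities with an exact binomial test. The share of regions with a pattern was set against 100000 circular shifts of all regions of each replicon, and the distance of sites from the midpoint against 100000 random placements within the region. Differences in median log10 NLQ were tested with 100000 permutations, and the longest interval with 10000 random placements. The threshold for p was 0.05, and Benjamini-Hochberg adjustment was applied within each family of comparisons. Pairs of trinucleotides with spacers up to 20 nt were counted on both strands against 100 sets of random windows, and were ranked where at least 5 were expected. Information content was computed against equal base frequencies with a correction for the number of sites, and its interval came from 1000 bootstrap resamples. The units of all tests are regions, sites or genes of 1 library. No paired analysis was possible because each condition has a single library. The pattern tests were also tested on simulated data, in which the deposited sequences were shuffled base by base, with and without planted sites. The enrichment, the distance and the score from the bases passed the threshold only where sites had been planted. Such shuffling removes local base composition and coding structure, so false signal from these was not tested. Planted sites were often given set bases at variable positions, so the score had a difference to find by design.

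The regions and genes named are those that the paper names in its Results, in Tables 2 and S2 and in Figs. 1 to 3, together with the 10 regions with the highest NLQ, the 5 with the highest CVG and the longest intervals without a region. The comparisons, this rule and 46 of the 60 alternatives were set before the data were examined, and the other 14 alternatives were added after seeing the data. Alternatives changed the NLQ limit, the pattern, the part of the region searched, the background, the unit counted or the measure of a region. Binding in vitro, Q-PCR and the plasmid that is not among the deposited sequences were not analysed here.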

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

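No test in this part was chosen only after its result was seen, apart from the choice of the regions themselves, which was made once the data had been seen.

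A signal was found in regions for which Table S1 gives no site sequence. Of the 1409 such regions in the analysed part of Table S1, 683 (48.5%, 95% Wilson interval 45.9 to 51.1) had GTN10AC centred within 20 bp of the midpoint. With the other spacers from 5 to 15 nt between GT and AC, the mean was 16.2% and the highest value 19.6%. GTAN8TAC was present in 296 of the 1409 regions (21.0%), against a mean of 4.75% when the regions were shifted along the chromosome (permutation test, one-sided, p = 1e-05, the smallest that 100000 shifts can give). In 175 of these 296 regions (59.1%) the nearest site was within 20 bp of the midpoint, and in 240 (81.1%) the midpoint was inside a predicted coding sequence. Their median NLQ was 57.4.

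If the base composition of the regions were the cause, other spacers would be as frequent as 10 nt, but the ratio of GTN10AC to the mean of the other spacers was 2.99. If a few regions with high peak coverage carried the signal, it would be lost among regions with an NLQ below 30. In those 462 regions, 169 (36.6%) had the pattern near the midpoint, a ratio of 2.35. Neither explanation accounts for the signal. The study has no second condition in the files, so no biological explanation was tested, and the paper's rule for listing a site was not applied here. An empty entry does not mean that the paper found no site. It names a putative site in #204, #892 and #1570, for which no sequence is listed, and states that its listed sites are mainly in regions with the highest NLQ.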

How the results depend on the processing

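Of the 60 alternatives, 14 were chosen only after the data had been seen, and they are named as such here.

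Of 33 alternatives for the 8 results with a test, 29 left the direction and the side of the threshold as they were, 2 brought a difference back over the threshold and 2 reversed a direction. Of all 60 alternatives for 15 results, 42 left the result as it was and 14 moved a value that has no test. The enrichment of GTAN8TAC, its distance from the midpoint, the higher NLQ of regions with the pattern, the larger share without an upstream entry at low NLQ and the larger share of nitrogen-related genes at high NLQ kept their direction and side under every alternative run for them. For the comparison of NLQ on the chromosome only, this holds by construction, since all listed regions are chromosomal.

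The limit on the NLQ changed most values. Of the 1781 listed regions, 1306 (73.3%) had an NLQ of at least 30, 562 (31.6%) of at least 100 and 192 (10.8%) above 300. The 2424 regions in all include regions without an NLQ here, so these counts are not a filter of all 2424. The internal share fell from 71.5% to 68.5%, 62.6% and 49.5% with the same limits. With an NLQ of at least 30, only the chromosome up to the end of the last listed region was used. The longest interval in that part was also 30075 bp, against a median of 30500.0 bp for random placements over the same part (permutation test, one-sided, p = 0.54), which cannot be compared directly with the value for the whole chromosome. In regions with NLQ below 30 the rank of GTAN8TAC among pairs of trinucleotides was 9 instead of 2 by z score, and 5 instead of 1 by ratio. Requiring a peak coverage at least 2 times the mean of the flanks, a setting chosen after seeing the data, left 958 regions and turned the ratio of the plasmid to the chromosome density from 1.06 to 0.748 (exact binomial test, two-sided, p = 0.011). The cause was not tested.

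The unit and the definition of position moved the internal share as well. It was 64.0% by entries, 56.9% with whole regions inside predicted coding sequences and 74.6% for the midpoints of all 2424 regions in predicted coding sequences, all of them settings chosen after seeing the data. The difference in internal share between regulatory and other genes was 3.54 points with each gene counted once (Fisher's exact test, two-sided, p = 0.42) and 4.95 points without hypothetical proteins (Fisher's exact test, two-sided, p = 0.19), against 7.67 points. It was 10.9 points with an NLQ of at least 30 (Fisher's exact test, two-sided, p = 0.0082) and 9.22 points with predicted coding sequences, chosen after seeing the data (Fisher's exact test, two-sided, p = 0.0058). Measured by peak coverage instead of NLQ, the ratio of the high to the low EMSA group was 6.13 instead of 26.1. With the base composition of the genome as background, the information content was 10.3 instead of 10.8 bits for the top regions and 8.72 instead of 9.22 bits for all listed sites. The cause was not tested in any of these.

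The share of regions with the pattern itself depends on its definition, with 25.6% for GTAN8TAC, 83.5% for GTN10AC and 86.6% for at most 1 mismatch, all above the shifted positions.

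Some of the alternatives set beforehand were not run. The density on plasmids was not computed with an NLQ limit, because the NLQ values of Table S1 are all chromosomal. The internal share by peak location, by whole region and with RNA genes, and the position of regulatory genes, were not computed from an annotation, and all of these but the one with RNA genes were run with predicted coding sequences instead. For the comparison at low NLQ, the position of Table S1 is the value reported and not an alternative. With 1 pooled library, no result has an error between replicates.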

Differences from the paper's values

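One setting compared here, each line of Table 2 counted as a site, was chosen only after the values had been seen.

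In the 1781 listed regions analysed here, 475 had an NLQ below 30, whereas the paper's number over all regions is 752, and no alternative set before the data were examined applies to this count. The number of regions itself is 2424 in both, and 2390 when neighbouring regions are merged. With a peak coverage at least 2 times the flanks, chosen after seeing the data, it is 958. The counts with an NLQ limit cover the 1781 listed regions only and cannot be set against the paper's number for all regions. The highest raw coverage on the chromosome was 41037, while the paper's is about 14000 in Fig. S2, read by eye. On plasmid alpha it was 15730 against the paper's about 8200 in Fig. S2, on beta 10582 against about 6200 in Fig. S2, and on gamma 4674 against about 3000 in Fig. S2, each read by eye, and no alternative set before the data were examined applies to these maxima. With nitrogen metabolism genes only, the shares were 6.06% at high NLQ and 2.01% in all, against the paper's 11.9% and 5.6% for the broader group. With all 3 categories the values were 14.6% and 6.54%, and with an NLQ of 100, by entries, or with Q listed as 0 (chosen after seeing the data) they were within 1.5 times the paper's too.

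The paper gives an approximate range for the width of the regions, and 45.5% of the deposited regions were within it, with 23.6% narrower and 30.9% wider. It names A as a somewhat conserved base at position 10 of the sites in the top regions. There, G was found in 46.2% and A in 38.5% of 39 sites. When each line of Table 2 was counted, a setting chosen after seeing the values, A was the more frequent with 42.6%. It names GTAN8TAC as the predominant motif, and among pairs of trinucleotides that pattern had the highest ratio, 5.39. By z score, which favours pairs counted in either orientation, the pattern ranked 2. It states that the internal position was more frequent among regulatory genes, and regulatory genes ranked 4 of 17 categories by that share. In Fig. S2 the highest chromosomal peak is that of another part of the chromosome than #1152, which had the highest deposited coverage. In Fig. S2 the panel labelled epsilon has about the length of plasmid gamma, and the panel labelled gamma about that of epsilon. Region #996 is described as upstream where the tested regions are listed and as internal in the Discussion. Table S1 lists it as internal, and its midpoint is inside a predicted coding sequence (2982519 to 2983898). The paper's example inside *alr2482* is numbered #1165 in its text, whereas #1165 is listed in *all2842* and #996 in *alr2482*.

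For #319, the site that Table 2 gives, GTAGCCATGAATAC, was not found in the region, and the sequence at the listed position is GTATCAGGCACTAC (902941). The site of #2345 was found on plasmid beta at 105463 to 105476 and not at the listed position. The first base of the site of #1255 is at 3733068 on the reverse strand, near but not at the listed base. The regions with a Q value of 0 were 178 in the list and those with an NLQ above 300 were 192, which the paper treats as the same set.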

Other observations

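The comparison of density with the depth of the replicon, and that of the displacement in 26 and 27 regions of Table 2, were chosen only after the result was seen, and the other tests of this part were set down before theirs.

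The share of midpoints in predicted coding sequences fell from 83.1% in the tenth of the regions with lowest peak coverage to 51.0% in the tenth with highest. If coding sequences missed by the gene finder were the cause, the positions of Table S1 would not show the fall, but there it was 114% as large (36.6 against 32.1 points). If all low regions were called by chance, GTN10AC near the midpoint would be as frequent as other spacers there. Its ratio to them was 2.33 among the regions with lowest peak coverage, which argues against that, and 4.52 among those with highest. A larger share of chance calls at low coverage was not excluded by this test. The mean GC content was 44.6% in the group with lowest coverage and 37.4% in that with highest, and windows matched on GC content showed 50.8% of the fall (16.3 points). In the regions with lowest coverage, 83.1% of the midpoints were coding against 89.0% of the matched windows, and in those with highest coverage 51.0% against 72.7%. The part of the fall that the matched windows show cannot be told apart from the GC content of the regions, the remaining part was not accounted for by these tests, and no biological explanation was tested.

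Of 1650 GTAN8TAC sites in the 6 sequences, 651 were in a region. Leaving out the site within 120 bp of a sequence end, which is in a region, 1649 remain, of which 650 (39.4%, 95% Wilson interval 37.1 to 41.8) were wholly inside a region, 17 partly and 982 outside. Of 40 pairs of base and position compared between sites inside and outside, 14 differed after Benjamini-Hochberg adjustment. Positions are counted from 1 at the first G, percentages are averages over both strands, and each test compares the sites with the base on either strand. Position 5 was C in 34.4% of the sites inside and 17.0% of those outside (Fisher's exact test, two-sided, adjusted p = 7.4e-23). Position 4 was T in 34.5% and 18.5% (Fisher's exact test, two-sided, adjusted p = 7e-21), and the base before the site was T in 36.6% and 23.0% (Fisher's exact test, two-sided, adjusted p = 8e-14). A score from these bases, trained on the other parts of the genome, separated held-out sites inside and outside regions with an AUC (area under the receiver operating characteristic curve) of 0.796 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). In the fifth of the sites with the lowest score, 12.2% were in a region, and in the fifth with the highest 81.3%. Sequence that is not unique was found at 2.14% of the sites outside regions, too few to account for them. The lowest AUC among the 3 held-out parts was 0.724, within 3 groups of sites by GC content the mean was 0.794 and inside predicted coding sequences it was 0.795, so overfitting, GC content and coding position did not remove the difference. Whether NtcA is bound at a GTAN8TAC site in these cells may thus depend on the bases inside and beside it, a hypothesis found and tested on the same library. The files hold no second condition, so no biological explanation was tested against another.

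The longest interval of the chromosome without a region ran from 3260399 to 3290264 (29866 bp). It held 6 GTAN8TAC, 64 GTN10AC and 19 predicted coding sequences, the longest of 5841 bp. Sequence that is not unique made up 11.9% of it, against 1.29% of the chromosome, and its density of GTN10AC was 74.2% of that of the chromosome (2.14 against 2.89 per kb). Between midpoints, the interval was 30075 bp against a median of 24037.5 bp for random placements (permutation test, one-sided, p = 0.085). Leaving out positions that are not unique changed this little (24171.5 bp, permutation test, one-sided, p = 0.091). The interval cannot be told apart from chance, nor, by the shares above, from an effect of its sequence that is not unique or of its low density of GTN10AC. On plasmid alpha, the longest interval between midpoints was 23353 bp (176090 to 199443), and on delta 22176 bp (18987 to 41163). No biological explanation was tested.

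Over the 6 replicons, the median flank coverage and the regions per kb had a Spearman's rho of 0.486. With 6 values this cannot tell whether the depth of a replicon explains its density of regions, as that of plasmid beta.

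In 11 of 12 regions of Table 2 with the midpoint between predicted coding sequences of which only 1 starts on the side of the region, the midpoint was displaced from the listed site towards the gene, by a median of 40.0 bp (exact sign-flip permutation test, two-sided, p = 0.016). Of all 26 regions that Table 2 gives as upstream of genes of a single orientation, read from the name of the gene, 19 were displaced towards the gene and 7 were not, with a median of 28.0 bp (sign-flip permutation test, two-sided, p = 0.0016). This leaves out #1858, whose mark in Table 2 has no stated position. With it, 20 of 27 were displaced towards the gene, by a median of 27.5 bp (sign-flip permutation test, two-sided, p = 0.004). In 81 upstream regions chosen by GTAN8TAC without the paper's list, the median displacement was -4.5 bp and 38 were displaced towards the gene (permutation test, two-sided, p = 0.35), which is consistent with an effect of how the paper's sites were chosen. The median was 0.5 bp in 412 regions inside coding sequences and -0.5 bp in upstream regions without another GTN10AC, and neither value decides on an asymmetry unrelated to promoters or on a further site on the side of the gene. No biological explanation was tested.

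In 41 regions the coverage at the peak was below that of the larger flank. GTN10AC was within 20 bp of the midpoint in 24.4% of them, 1.41 times the mean of the other spacers, but spacers of 12 and 13 nt were found in as many, so the spacer of 10 nt did not stand out there.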
